# MicroRNA-1253 Regulation of WASF2 (WAVE2) and its Relevance to Racial Health Disparities

**DOI:** 10.3390/genes11050572

**Published:** 2020-05-20

**Authors:** Mercy A. Arkorful, Nicole Noren Hooten, Yongqing Zhang, Amirah N. Hewitt, Lori Barrientos Sanchez, Michele K. Evans, Douglas F. Dluzen

**Keywords:** hypertension, differential gene expression, microRNA, actin cytoskeletal regulators, endothelial cell, health disparities, African American, women, race

## Abstract

The prevalence of hypertension among African Americans (AAs) in the US is among the highest of any demographic and affects over two-thirds of AA women. Previous data from our laboratory suggest substantial differential gene expression (DGE) of mRNAs and microRNAs (miRNAs) exists within peripheral blood mononuclear cells (PBMCs) isolated from AA and white women with or without hypertension. We hypothesized that DGE by race may contribute to racial differences in hypertension. In a reanalysis of our previous dataset, we found that the Wiskott–Aldrich syndrome protein Verprolin-homologous protein 2 (WASF2 (also known as WAVE2)) is differentially expressed in AA women with hypertension, along with several other members of the actin cytoskeleton signaling pathway that plays a role in cell shape and branching of actin filaments. We performed an in silico miRNA target prediction analysis that suggested miRNA miR-1253 regulates WASF2. Transfection of miR-1253 mimics into human umbilical vein endothelial cells (HUVECs) and human aortic endothelial cells (HAECs) significantly repressed WASF2 mRNA and protein levels (*p* < 0.05), and a luciferase reporter assay confirmed that miR-1253 regulates the *WASF2* 3′ UTR (*p* < 0.01). miR-1253 overexpression in HUVECs significantly increased HUVEC lamellipodia formation (*p* < 0.01), suggesting the miR-1253–WASF2 interaction may play a role in cell shape and actin cytoskeleton function. Together, we have identified novel roles for miR-1253 and WASF2 in a hypertension-related disparities context. This may ultimately lead to the discovery of additional actin-related genes which are important in the vascular-related complications of hypertension and influence the disproportionate susceptibility to hypertension among AAs in general and AA women in particular.

## 1. Introduction

Throughout the United States, systemic arterial hypertension and hypertension-related conditions, including coronary atherosclerotic heart disease and cerebrovascular disease, have disproportionate incidence, mortality, and morbidity among African Americans (AAs). AA women are at particular risk. Between 2013 and 2016, 66% of AA females over ≥20 years had hypertension, compared with 41.3% of non-Hispanic white women, 41% of Hispanic women, and 36% of Asian women [1]. Reducing or eliminating hypertension is predicted to reduce cardiovascular disease (CVD)-related mortality in women by almost 40% [1,2]. While 75% of AA women are aware of having hypertension, only 26% of AA women were able to control their high blood pressure [1]. A deeper understanding of the underlying biological mechanisms associated with hypertension may help reduce the burden of this condition. 

Differential gene expression (DGE) can be linked with ancestry and can influence how individuals respond to environmental stimuli and exposures [3,4] and their susceptibility to chronic diseases, including cancer [5] and peripheral arterial disease (PAD) [6]. Investigations have shown that DGE can predict outcomes to medical procedures including heart transplants [7]. DGE patterns are also linked with sex and gender. We previously reported that there is substantial differential mRNA and microRNA expression of hypertension-related genes and pathways in peripheral blood mononuclear cells (PBMCs) between AA and white women with hypertension [8,9]. We observed that genes in canonical pathways related to hypertension, such as the renin-angiotensin (RAS) pathway, are expressed in reciprocal directions and that this is associated with race [9]. A follow-up analysis of these results identified that poly-(ADP-ribose) polymerase 1 (PARP-1), a DNA damage sensor protein involved in DNA repair and other cellular processes, was upregulated in hypertensive AA women compared with white hypertensive women and contributed to cellular response to inflammation [8]. AA women with PAD also have elevated levels of endothelial oxidative stress and circulating inflammatory biomarkers compared with AA men with PAD [6], and these differences may influence disease outcomes in AA women.

Understanding not only the significance of DGE patterns in hypertension and CVDs, but also the underlying genetic mechanisms that regulate these patterns, will help further our understanding of the biological basis of these conditions. Expression of hypertension-related genes can be regulated by ancestral genomic polymorphisms and expression quantitative trait loci (eQTL) [10,11], but this does not account for all differences previously observed. This suggests that alternative mechanisms also contribute to gene expression differences in different individuals. A possible contribution to variations in gene expression levels may arise from regulation from microRNAs.

MicroRNAs (miRNAs) are short (20–22 nucleotide), single-stranded RNAs that post-transcriptionally regulate protein expression by binding with target mRNA 3′ untranslated regions (UTRs) and inhibiting translation, often by degrading the target mRNA [12]. miRNA regulation of protein expression is integral to the proper functioning and health of the endothelial tissues of the vasculature, underlying smooth muscle layers, and vascular response to changes in shear stress [13,14,15]. Disruption of miRNA regulation of hypertension-related genes can lead to endothelial dysfunction [14,16,17]. We previously reported that nine miRNAs exhibit disease- or race-specific differential expression and we have identified and validated novel hypertension-related targets for eight of these miRNAs [8,9]. 

Here, we have reanalyzed our microarray dataset to further our understanding of DGE in hypertensive women in hypertension-related pathways [9]. We identified significant DGE among genes within the actin cytoskeleton signaling pathway between hypertensive AA and white women and we have validated the previously identified and hypertension-related miR-1253 as a novel regulator of WASP family Verprolin-homologous protein 2 WASF2 (also known as WAVE2), an integral member of the actin cytoskeleton pathway. 

## 2. Materials and Methods

### 2.1. Study Participants

We reanalyzed our previous microarray dataset [9] of age-matched African American and white females who were either hypertensive (HT) or normotensive (NT) and were previously chosen from the Healthy Aging in Neighborhoods of Diversity across the Life Span (HANDLS) study of the National Institute on Aging Intramural Research Program (NIA IRP) of the National Institutes of Health (NIH) [18]. The demographics and clinical information for this re-examined cohort were previously described in extensive detail in [9]. The IRB of the National Institute of Environmental Health Studies, NIH, approved this study and all participants signed written informed consent. 

### 2.2. Microarray, Target Prediction, and Pathway Analysis

Gene expression levels within peripheral blood mononuclear cells (PBMCs) featured in this study were previously analyzed and quantified using the Illumina Beadchip HT-12 v4 (San Diego, CA, USA) as described in [9] and can be found in the Gene Expression Omnibus (GSE75672). In this current study, gene expression in HAECs was analyzed using the Illumina Beadchip HT-12 v4 and RNA was prepared and labeled according to the manufacturer’s protocol. Data were analyzed as previously performed [8] and outlying technical replicates were removed. Raw signals were analyzed by Z-score normalization [19] and individual genes with an average intensity > 0, false discovery rate < 0.3, *p*-value < 0.05, and fold change >|1.5| were considered significant and these HAEC microarray datasets can be found in the Gene Expression Omnibus and will include our miR-1253 datasets (GSE139286). Gene expression data, including Z-ratio and fold change, were imported into Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Redwood City, CA, USA) and we used default and custom settings to perform pathway analyses of genes significantly affected by miR-1253 overexpression and compared with a scrambled negative control. DIANA-microT v5.0 with an applied filter of 0.5 [20] and TargetScan v7.2 [21] were used for miR-1253 target prediction. 

### 2.3. Cell Culture and Transfection

Primary human umbilical vein endothelial cells (HUVECs) were purchased and verified from Lonza and grown in EMB media supplemented with EGM- SingleQuot Kits (Lonza; Walkersville, MD, USA). Primary human aortic endothelial cells (HAECs) were purchased from Lonza and grown in EMB-2 media supplemented with EGM-2 SingleQuot Kits (Lonza). Cells were transfected with miR-1253 Pre-miR miRNA Precursor (Assay ID #PM13220) or scrambled Pre-miR miRNA Precursor negative control #1 (Catalog #AM17110) (ThermoFisher, Waltham, MA, USA). Mimics were transfected with Lipofectamine 2000 (ThermoFisher, Waltham, MA, USA).

### 2.4. The 3′ UTR Luciferase Reporter Assays

Two miTarget miRNA 3′ UTR plasmids were purchased from GenoCopeia (Rockville, MD) containing either the first (Catolog #Hmi088372a-MT06) or second halves (Catalog #Hmi088372b-MT06) of the *WASF2* 3′ UTR RNA sequencing. The miTarget plasmid vector (pEZX-MTO6) contains a luciferase reporter gene with attached 3′ UTRs of interest and downstream renilla luciferase for transfection efficiency controls. HUVECs were co-transfected with 50 ng of either *WASF2* 3′ UTR plasmid and with either 50 nM scrambled negative control or miR-1253 precursors using Lipofectamine 2000. Forty-eight hours later, luciferase and renilla activities were measured using the dual-luciferase reporter assay system (Promega) according to the manufacturer’s instructions. Renilla served as an internal transfection control and the ratio of luciferase/renilla was normalized to the scrambled control. All luciferase assays were measured using a Synergy HT Microplate Reader (BioTek, Winooski, VT) and performed in triplicate.

### 2.5. RNA Isolation and RT-qPCR

Total RNA was isolated from HAECs and HUVECs using TRIzol Reagents (ThermoFisher) with phenol/chloroform extraction according to the manufacturer’s protocol. RNA integrity was measured with a Nanodrop 2000 and cDNA was synthesized using random hexamers and Super Script II reverse transcriptase (Invitrogen, Carlsbad, CA). miRNA cDNA was synthesized using the QuantiMiR RT Kit and the provided universal reverse primer (Systems Biosciences, Mountain View, CA). All RT-qPCR reactions were performed with 2× SYBR green master mix (ThermoFisher) on either an Applied Biosystems model 7500 real-time PCR machine or a QuantStudio 6 Flex. miR-1253 levels were normalized to *U6* and *WASF2* levels were normalized to the average of *GAPDH* and *ACTB*. The following primers (forward and reverse) were used for each gene: miR-1253 forward 5′-AGAGAAGAAGATCAGCCTGCA-3′; U6 forward 5′-CGCAAGGATGACACGCAAATTC-3′; *WASF2* forward 5′-GCAGCATTGGCTGTGTTGAA-3′ and reverse 5′-GGTTGTCCACTGGGTAACTGA-3′; *ACTB* forward 5′-GGACTTCGAGCAAGAGATGG-3′ and reverse 5′-AGCACTGTGTTGGCGTACAG-3′; *GAPDH* forward 5′-GCTCCTCCTGTTCGACAGTCA-3′ and reverse 5′-ACCTTCCCCATGGTGTCTGA-3′. Gene expression levels were calculated using the 2-ΔΔCt methodology [22]. 

### 2.6. Western Blot Analysis

HAECs and HUVECs were washed 2x with cold PBS and then lysed in 2x Laemmli sample buffer on ice. Protein lysate was then loaded into a 10% polyacrylamide gel and separated. Protein levels were determined by anti-WASF2 (sc-373889; Santa Cruz Biotechnology, Dallas, TX, USA), anti-GAPDH (c-32233; Santa Cruz, CA, USA), and anti-ACTB (sc-1616; Santa Cruz, CA, USA) antibodies. Densitometry was performed using ImageJ software [23]. 

### 2.7. Immunofluorescence and Scoring of Cells with Lamellipodia and Filopodia

HUVECs were fixed in formaldehyde on glass slides and permeabilized in Triton-X. Cells were stained with rhodamine phalloidin (1:300) (Life Technologies), then with DAPI (1:10,000) and then mounted using ProLong (ThermoFisher Scientific). HUVECs were scored positive for the presence of lamellipodia if they displayed at least one actin-rich (phalloidin-positive) ruffled structure at the edge of the cell. Filopodia were scored positive if at least two actin-positive finger-like protrusions were observed emanating from the cell [24,25,26,27]. We used a Zeiss Observer D1 microscope with an AxioCam1Cc1 camera. Only cells that were either isolated or only attached to one other cell were counted. The number of positive cells is shown as a ratio to all DAPI-stained cells and cell area was measured using AxioVision Rel 4.7 software. This approach was modified from [24,25,26,27].

### 2.8. Statistical Analysis

The student’s *t*-test was used when comparing two groups unless otherwise indicated. A *p*-value of <0.05 was considered statistically significant and calculations were performed in Prism GraphPad v8.2.0, unless otherwise indicated.

## 3. Results

We sought to identify and validate novel hypertension-related targets for miR-1253, which was previously found to be significantly downregulated in PBMCs of hypertensive African American (AA) women [9], but had remained predominately unexplored in our prior analyses. Identifying hypertension-related targets for miR-1253 may increase our understanding of DGE in AA women with hypertension. In this current study, we used the DIANA-microT v5.0 [20] and TargetScan v7.2 [21] algorithms to update and expand upon our prior preliminary target analysis of miR-1253 [9] and validate potential miR-1253 mRNA targets. We used both algorithms to be as comprehensive in our target identification as possible, as both programs predict possible miRNA targets by emphasizing and weighing prediction criteria differently. DIANA-microT predicted 4972 mRNAs as potential targets and TargetScan identified 5345 mRNAs (Figure 1A, see Supplementary File 1 for complete list). There were 3088 unique mRNAs that overlapped between both prediction programs and we used this list moving forward with our in silico analysis. In order to pare down this gene list to identify novel miR-1253 targets related to hypertension, we compared the predicted 3088 miR-1253 target mRNAs with our previously curated list [9] of 1266 genes related to hypertension and inflammation. There were 200 predicted miR-1253 targets that overlapped with the hypertension-related gene set (Figure 1B; Supplementary File 1).

Next, we compared the 200 predicted hypertension-related miR-1253 targets and compared this with our previously reported list [9] of 3554 mRNAs found to be significantly and differentially expressed in PBMCs in AA and white hypertensive women. This was done to further pare down this predicted target list and identify mRNAs previously known to have unexplored differential expression patterns in hypertensive women. We found that 117 of the predicted miR-1253 targets exhibited differential expression in PBMCs of hypertensive women (Figure 1C; Supplementary File 1). We continued with this parsed list of the predicted miR-1253 targets for the remainder of our analysis as they were hypertension related and differentially expressed in AA or white women. To be as comprehensive as possible and capture all potential miR-1253 targets, particularly transcripts that are regulated by multiple mechanisms beyond miR-1253, we did not filter these 117 predicted targets by expression directionality in hypertensive women.

We next sought to further parse down this list of 117 mRNA targets and validate the role of miR-1253 in potentially regulating expression of some of these mRNAs. 

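Human aortic endothelial cells (HAECs) are primary cells of the inner lining of the aorta. A microRNA mimic, here a Pre-miR precursor delivered by lipofection, is a short double-stranded RNA that the cell loads as the mature microRNA, and the scrambled negative control is an RNA of the same kind with a sequence that matches no known microRNA. Gene expression was measured on 11 Illumina HumanHT-12 v4 BeadChip arrays. Of these, 3 came from HAECs with the scrambled control, 2 from HAECs with the miR-1253 mimic, 3 from HAECs with a miR-103a-2-5p mimic and 3 from HAECs with a miR-585-5p mimic. The paper's text does not name a dose or time for the scrambled control or for the miR-103a-2-5p and miR-585-5p mimics on these arrays. The sample labels plan 3 biological repeats per condition and the methods state that outlying technical replicates were removed. The cultures behind the single arrays are not given in the sources used here, so the p-values measure only the spread between these arrays, which may be technical.

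Each array carries 47231 probes. The scrambled control arrays detected 19351 to 19584 of them with median signals of 103.2 to 127.9, and the 2 miR-1253 arrays detected 17190 and 19583 with median signals of 109.5 and 120.5. The miR-103a-2-5p arrays detected 17158 to 19396 probes and the miR-585-5p arrays 18597 to 19307. Pearson correlations between arrays of a group, across probes, were 0.996 to 0.997 for the scrambled control, 0.993 to 0.994 for miR-103a-2-5p, 0.973 to 0.997 for miR-585-5p and 0.989 for miR-1253.

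The authors summarised each probe as a signal with a detection p-value in GenomeStudio and turned the log signals of each array into Z-scores. Here the log2 signals of each array were centred and scaled in the same way and multiplied by 1.32, the mean SD of the log2 signals of the arrays, so that differences between groups are log2 fold changes and a normalized level of 0 is the mean of all probes on an array. Probes detected on at least 2 arrays at a detection p under 0.05 were kept, each gene was represented by its brightest probe, and 12430 genes were tested with limma in 1 fit of all 11 arrays. Adjusted p-values are Benjamini-Hochberg values over all genes tested. The choice of scaling can change the share of genes called higher, and the number of arrays limits the precision.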

We overexpressed 50 nM of miR-1253 mimic in human aortic endothelial cells (HAECs) for 48 h and performed a discovery microarray to assess gene expression level changes. 

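HAECs with the miR-1253 mimic (2 arrays) expressed more mRNA of genes that respond to stress of the endoplasmic reticulum, and of single genes with other functions, than HAECs with the scrambled control (3 arrays). The largest rise among all genes tested was that of HMOX1, the heme oxygenase induced by oxidative stress, with a log2 fold change of 2.96 (standard error 0.0905, adjusted p = 1.25e-08 from limma). TNFSF13B, which encodes the B cell survival factor BAFF, had a log2 fold change of 2.57 (standard error 0.148), and IL18BP, a secreted cytokine antagonist, one of 2.04 (standard error 0.217). NACC2, a transcriptional repressor, rose by 2.04 as well. CEMIP2, a hyaluronidase of the cell surface, rose by 2.01, ANGPTL4, an inhibitor of lipoprotein lipase, by 1.82, the lysosomal protease LGMN by 1.77 and the inflammatory caspase CASP1 by 1.76. With the mean of their probes the rises of NACC2 and ANGPTL4 were 0.87 and 0.95. In all, 1498 genes were higher and 1474 were lower, and among them 118 rose and 146 fell by more than 2-fold. The balance depended on single arrays, with 879 higher and 1218 lower without miR-1253 replicate 1, 1264 and 913 without miR-1253 replicate 2, and 992 and 1101 without scrambled control replicate 1. The methods name Student's t-test for comparing 2 groups, and it is called the methods' t-test here. They do not name it for the arrays in particular. On these arrays it called 4124 genes at an unadjusted p under 0.05 and 1296 after Benjamini-Hochberg adjustment.

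Of 20 measured genes that respond to stress of the endoplasmic reticulum or to a lack of amino acids, 16 were higher, 1 was lower and 3 did not pass the test, and 19 were higher when adjusted over the list alone. SLC7A11, which imports cystine, had a log2 fold change of 1.36 (standard error 0.106). DDIT3, the stress-induced transcription factor CHOP, rose by 1.16, the chaperone cofactor DNAJC3 by 1.14 and PHGDH, the first enzyme of serine synthesis, by 1.13. The gene that was lower, named after its value was seen, was SEL1L at -0.41, which belongs to the machinery that removes misfolded proteins, and it was -1.02 with neqc and -1.15 with normexp. DNAJC3 rose by 1.81 with neqc. The list had a median of 0.69, with an adjusted p = 7.01e-11 from camera and an adjusted p = 0.00280 with an estimated correlation.

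Of 31 measured genes of the interferon response, 6 were higher and 25 did not pass the test, with the same counts adjusted over the list alone and a median of 0.71. CXCL11 and CXCL10, chemokines induced by interferon, rose by 2.20 (standard error 0.222) and 1.23 (standard error 0.196), and OASL by 1.71 (standard error 0.305). HERC5 rose by 2.30, a call that ended without miR-1253 replicate 1 (adjusted p = 0.0517) or replicate 2 (adjusted p = 0.0720), and IFIT2 by 1.88 and PSMB9 by 0.89, calls that ended without miR-1253 replicate 1 (adjusted p = 0.0558 and 0.0577). For the list, camera gave an adjusted p = 0.00487, which became an adjusted p = 0.683 with an estimated correlation, 0.311 by fry and 0.0990 without miR-1253 replicate 2, where the median was 0.64. PSMB9 was at 0.51 with the mean of its probes. On miR-585-5p replicate 3, which shares the fit, this list's median lay at -3.00 against the control mean. Without that array, an alternative chosen after the values were seen, 23 of the 31 genes were higher under miR-1253 (camera p = 1.30e-14, and p = 0.0299 with an estimated correlation).

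Of 18 measured genes of NF-kB signaling and endothelial activation, 7 were lower, 2 were higher and 9 did not pass the test, with the same counts adjusted over the list alone. The chemokines CXCL1, CCL2 and CXCL2 fell by 1.74, 1.57 and 1.08 on the log2 scale, while the chemokines CCL5 and CX3CL1 rose by 2.05 and 0.51, the last named after its value was seen. The list had a median of -0.16, which was -0.45 with neqc, -0.44 with normexp and -0.46 with a mean Z-score above 0 as the filter. CX3CL1 rose by 1.28 with normexp. The adjusted p of the list was 0.0704 from camera, 0.210 with an estimated correlation and 0.0477 from camera without scrambled control replicate 3. It was 7.92e-05 from fry, which tests whether the genes of a list move, on balance, one way.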

We used Ingenuity Pathway Analysis (IPA) [28] to identify the top diseases and disorders and molecular and cellular functions associated with miR-1253 overexpression. 

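Genes of cell division were lower in HAECs with the miR-1253 mimic (2 arrays) than with the scrambled control (3 arrays). Of 30 measured genes of mitosis, 27 were lower and 3 did not pass the test, over all genes tested and also adjusted over the list alone. CENPA, the histone of the centromere, had a log2 fold change of -1.49 (standard error 0.147), KIF11, a motor of the mitotic spindle, one of -1.36 (standard error 0.131) and CENPF, a protein of the kinetochore, one of -1.15 (standard error 0.115). TOP2A, the topoisomerase that untangles chromosomes before they part, fell by 2.00 (standard error 0.224). Of 25 measured genes of DNA replication, 23 were lower and 2 did not pass the test, again also adjusted over the list alone. MCM10, which takes part in starting replication, fell by 1.68 (standard error 0.123) and UHRF1, which helps to maintain DNA methylation after replication, by 2.10 (standard error 0.112). The medians were -0.92 for mitosis and -0.81 for DNA replication. Camera with a preset correlation of 0.01 gave an adjusted p = 3.60e-17 for each list, while with an estimated correlation the adjusted p was 0.210 for mitosis and 0.148 for DNA replication, so neither list's call holds there. Fry, which does not set a list against the other genes, gave an adjusted p = 0.00141 for mitosis and 7.92e-05 for DNA replication. KIF11 fell by 2.07 with neqc and 2.09 with normexp, and MCM10 by 1.10 with the mean of its probes. Both lists fell further under the other mimics, so the fall was not particular to miR-1253. The medians for mitosis were -2.33 under miR-103a-2-5p and -2.10 under miR-585-5p. Those for DNA replication were -1.54 and -1.35.

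Of 16 measured genes of the matrix and of the response to TGF-β, 5 were lower and 11 did not pass the test (6 lower and 1 higher adjusted over the list alone). THBS1, an adhesive glycoprotein that activates TGF-β, fell by 1.74 (standard error 0.116), POSTN, a matrix protein, by 1.23, and CCN1, an angiogenic matrix protein, by 0.77. SPARC, which binds collagen, and LTBP2, a protein of the elastic fibers that fell by 0.68 and was named after its value was seen, were the others. Fry gave the list an adjusted p = 3.98e-04. The list had a median of -0.13 and an adjusted p = 0.0346 from camera. This call ended with an estimated correlation (adjusted p = 0.210), without scrambled control replicate 1 (median -0.09, adjusted p = 0.0529) and without miR-1253 replicate 1 (median -0.15, adjusted p = 0.196), and the median was -0.22 without miR-1253 replicate 2.

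Of 23 genes of endothelial identity, 5 were lower, 3 were higher and 15 did not pass the test (5 lower and 4 higher adjusted over the list alone). The guidance receptor ROBO4 had a log2 fold change of -0.93, the endothelial receptor ACVRL1 one of -0.73 and the transcription factor FLI1 one of -0.70, while ESAM, an adhesion molecule of endothelial junctions, had one of 0.61. CD34 and CLDN5 were the others that were lower and ENG and CDH5 the others that were higher, all named after their values were seen. CD34 fell by 0.73, a call that ended without miR-1253 replicate 2 (adjusted p = 0.0509). CLDN5 had a log2 fold change of -0.50 and CDH5 one of 0.30, and each lost its call without scrambled control replicate 1, 2 or 3 (adjusted p = 0.120, 0.0923 and 0.115 for CLDN5 and 0.0809, 0.0929 and 0.101 for CDH5) and without miR-1253 replicate 1 or 2 (0.123 and 0.184 for CLDN5 and 0.0708 and 0.182 for CDH5). ENG had a log2 fold change of 0.81 and lost its call without scrambled control replicate 1 or 2 (adjusted p = 0.0590 and 0.0622) and without miR-1253 replicate 1 or 2 (0.0801 and 0.0853). Normexp background correction also ended the calls of CLDN5 (0.0897) and CDH5 (0.120). With the mean of their probes ACVRL1 was at -0.39 and CD34 at -0.45. The median of the list was 0.08, its mean was -0.01 and camera pointed down with an adjusted p = 0.986. The median was 0.20 without miR-1253 replicate 1 and -0.05 without miR-1253 replicate 2.

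**Figure D1:**
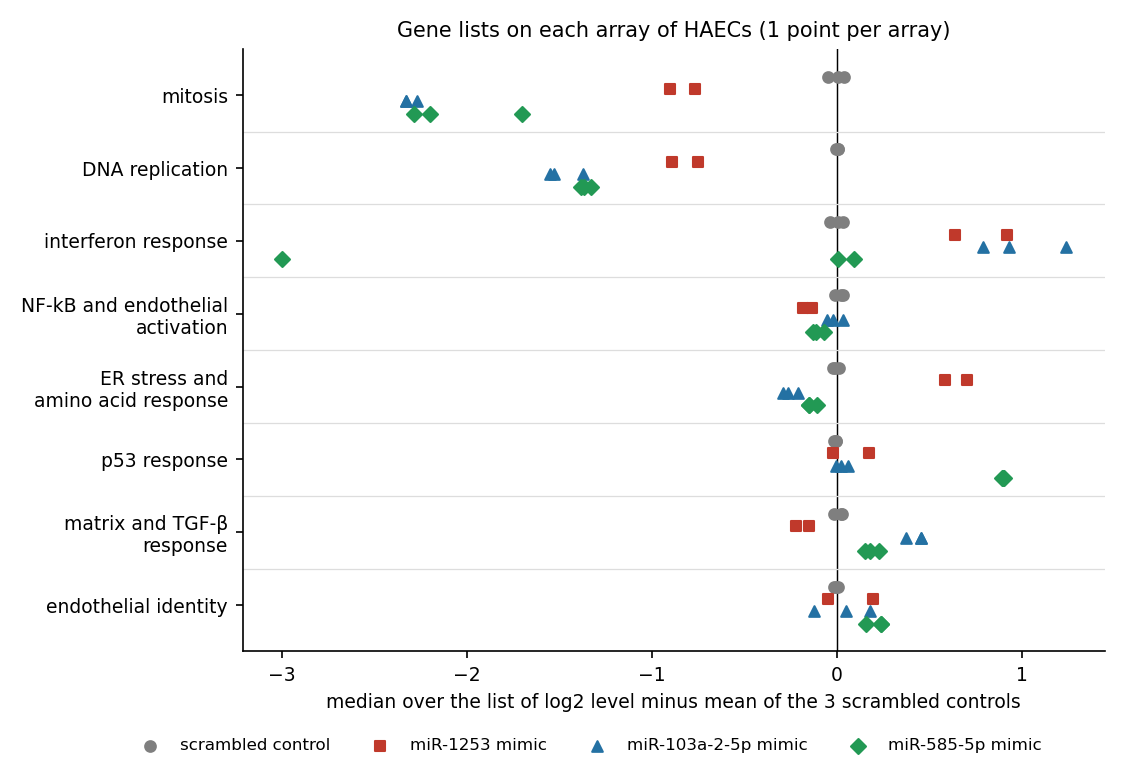
Each point is 1 array, and its place on the horizontal axis is the median over the genes of a list of the normalized log2 level minus the mean of the 3 scrambled control arrays. The mitosis and DNA replication lists lie below 0 on each array with a mimic, and the interferon list lies lowest on miR-585-5p replicate 3.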

We observed that pathways related to cardiovascular disease, cellular growth and proliferation, and cellular assembly and organization were the most significantly affected in response to miR-1253 expression and within the top five of pathways in each category (Figure 1D). 

We next examined DGE in the actin cytoskeleton signaling pathway in our hypertension cohort by reanalyzing our previous microarray dataset GSE75672 from [9] (gene list in Supplementary File 1). We chose this pathway for several reasons. First, given the role of actin cytoskeletal remodeling and signaling in hypertension and endothelial function [29,30,31]. Second, given the importance of this pathway in the cardiovascular diseases, cellular growth and proliferation, and cellular assembly and organization categories identified in our IPA analysis (Figure 1D, bold), in which 23 genes in the actin cytoskeleton pathway are found in the combined molecules list in IPA after removal of overlapping molecules (see Supplementary File 1 for full list of molecules and overlapping genes). 

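Genes of the actin cytoskeleton pathway moved in both directions in HAECs with the miR-1253 mimic (2 arrays against 3 with the scrambled control). PAK2, a kinase activated by RAC and CDC42, fell by 1.50 on the log2 scale (standard error 0.148, adjusted p = 4.40e-05 from limma), PPP1CB, a catalytic subunit of myosin phosphatase, by 0.90 (standard error 0.123) and DIAPH3, a formin that elongates actin filaments, by 0.83 (standard error 0.134). GNA13, a G protein subunit, rose by 1.18 (standard error 0.137), and MYLK, the kinase of the myosin light chain, by 0.62 (standard error 0.0810).

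The molecules that the paper compiled hold 23 actin genes, of which 19 were tested here. At an adjusted p under 0.05, 6 of them were lower, 1 was higher and 12 did not pass the test. The list was chosen by the study on these arrays, so its direction is not independent evidence. The genes that were lower were MSN, WASF2, the RAC exchange factor ARHGEF6 (log2 fold change -0.63), PXN, a scaffold of focal adhesions (-0.56), the guanine nucleotide exchange factor ARHGEF12 (-0.53) and the G protein subunit GNG12 (-0.71). WASL, the N-WASP activator of actin branching, was higher at 0.37. Apart from MSN and WASF2, these genes were named after their values were seen. The paper's limits for repressed mRNAs are wider, with p under 0.05 and FDR under 0.20. At these limits 9 of the 19 were lower and 2 were higher by limma. With the limits of fold and level added, 4 were repressed.

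In lists made from the pathway's nodes, 42 measured genes each stand for a node of their own. Of these, 6 were lower, 4 were higher and 32 did not pass the test (9 lower and 5 higher adjusted over the list alone), with a median of -0.04 that was -0.15 with a mean Z-score above 0 as the filter, -0.09 with neqc and 0.06 with the mean of a gene's probes. Of 40 measured genes from nodes that stand for families, 8 were lower, 5 were higher and 27 did not pass, also adjusted over the list alone. The median of the families list was 0.01 and turned negative under other scalings and without miR-1253 replicate 2 (-0.05), and its mean was -0.05. Camera gave an adjusted p = 0.595 for both lists. The higher genes included PTK2, the focal adhesion kinase, at 0.31, and from the families RDX, which links actin to the membrane, at 1.31, the profilin PFN2 at 0.43, PIP5K1C at 0.43 and RAC2 at 0.42, named after their values were seen.

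Of 21 measured genes of the WAVE complex, the Arp2/3 complex and their GTPases, 5 were higher, 4 were lower and 12 did not pass the test (5 higher and 6 lower adjusted over the list alone). The Arp2/3 subunit ARPC4 rose by 1.18 (standard error 0.169) and the WAVE complex subunit CYFIP2 by 0.72 (standard error 0.108), and WASL, ARPC1B (0.33) and CYFIP1 (0.32) were the others that were higher, the last 2 named after their values were seen. WASF2 was lower, as were the Arp2/3 subunit ARPC1A at -0.69, the WAVE complex subunit BRK1 at -0.59 and CTTN, which stabilizes branched actin, at -0.53. The median was -0.14 with an adjusted p = 0.528 from camera, and it was -0.21 without miR-1253 replicate 1 and -0.071 without miR-1253 replicate 2.

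Without miR-1253 replicate 1 the calls of WASL (adjusted p = 0.364), CYFIP1 (0.261), GNG12 (0.348), PIP5K1C (0.134) and CTTN (0.106) ended, and the log2 fold changes of WASL, GNG12 and CTTN moved to 0.20, -0.44 and -0.29. Without miR-1253 replicate 2 those of ARPC1B (0.276), ARHGEF12 (0.110), RAC2 (0.115), PTK2 (0.0547) and BRK1 (0.159) ended, and the log2 fold changes of ARPC1B and BRK1 moved to 0.21 and -0.34. The other genes of this paragraph moved by at most 1.5 times when 1 array was left out. The same happened without scrambled control replicate 1 to WASL (0.107), ARPC1B (0.144), CYFIP1 (0.0651) and PIP5K1C (0.0655). Without scrambled control replicate 2 it happened to ARPC1B (0.0516), CYFIP1 (0.121), GNG12 (0.131), ARHGEF12 (0.0612), PIP5K1C (0.0711) and RAC2 (0.0546), and without scrambled control replicate 3 to WASL (0.139), ARPC1B (0.0758), CYFIP1 (0.0804), GNG12 (0.134) and ARHGEF12 (0.0536). GNG12 also lost its call with quantile normalization (0.0519), neqc (0.0526) and no filter on dim probes (0.0738). WASL, CYFIP1, ARPC1B and PTK2 lost theirs with normexp (0.0778, 0.0921, 0.111 and 0.0850) and with eBayes with trend and robust estimation (0.0593, 0.0749, 0.0774 and 0.0721), and CTTN lost it with the mean of its probes (0.250). The same mean gave log2 fold changes of -0.45 for PPP1CB, -0.47 for DIAPH3, 0.39 for MYLK, 0.76 for ARPC4 and 0.31 for CYFIP2, and ended the call of CYFIP1 (0.19, adjusted p = 0.155). MYLK and CYFIP2 were larger with neqc (1.17 and 1.32) and normexp (1.10 and 1.24), PIP5K1C with neqc (0.69) and ARHGEF12 with normexp (-0.83).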

Third, our prior analysis that RHOA, a member of the actin cytoskeleton pathway and associated with hypertension etiology in endothelial and vascular smooth muscle cells, was differentially expressed in PBMCs between AA and white hypertensive women. Fourth, the fact that this particular pathway in PBMCs is relatively unexplored with respect to hypertension. 

We used IPA to overlay our prior mRNA dataset of gene expression in 24 age-matched females who were either African American normotensive women (AANT), African American hypertensive women (AAHT), white normotensive women (WNT), or white hypertensive women (WHT; n = 6/group, as previously extensively described in [9]) to further examine DGE in the actin cytoskeleton signaling pathway. While only *PAK* was significantly higher in AANT compared with WNT in this pathway (Supplementary Materials Figure S1A), we found that 27 genes of the 75 in the actin cytoskeleton signaling pathway are significantly different (*p* < 0.05 and |fold change| >1.5; Supplementary Materials Table S1) when comparing AAHT with WHT (Figure 2). There are only three genes significantly different in this pathway between WHT and WNT in our cohort (*ARP2*, *ACTG1* (shown as F-actin in figure) and *SRC*; Supplementary Materials Figure S1B) and *ARP2* and *ACTG1* are reciprocally expressed when comparing AAHT with AANT (Supplementary Materials Figure S1C), suggesting that these genes exhibit DGE by race in hypertensive women. We also observed that there are more genes significantly different when comparing AAHT with AANT (Supplementary Materials Figure S1C) than when comparing WHT with WNT, suggesting that the actin cytoskeleton signaling pathway is an overlooked gene pathway when examining health disparities in hypertension, particularly in AA women.

Microarray gene expression fold changes in PBMCs isolated from AANT, WNT, AAHT, and WHT were imported into Ingenuity Pathway Analysis (IPA) and overlaid onto the actin cytoskeleton pathway. In this figure, red indicates significantly upregulated expression and green indicates significant downregulation in AAHT compared with WHT. Grey indicates a non-significant difference and white indicates no data available. Nodes with green and red represent the differences for those nodes with two genes functionally interacting or genes with transcript variants. All fold changes and P-values are listed for each gene and each comparison in Supplementary Materials Table S1 and transcript variant information is available at GSE75672. AANT: African American normotensive women; AAHT: African American hypertensive women; WNT: white normotensive women; WHT: white hypertensive women.

In order to determine whether miR-1253 might play a role in the differential expression of genes within the actin cytoskeleton signaling pathway, we compared the list of mRNAs significantly downregulated in HAECs via overexpression of miR-1253 mimic against the list of 117 predicted miR-1253 targets which were differentially expressed in hypertensive women (Figure 1C). There were 747 mRNAs significantly repressed > 1.5-fold compared with the scrambled negative control (*p* < 0.05; FDR < 0.20; *n* = 5; Supplementary File 1). Of these 747, 23 mRNAs overlapped with our list of 117 predicted targets and which were differentially expressed in hypertensive women (Table 1). 

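Among the mRNAs that fell most in HAECs with the miR-1253 mimic were SPOCK1, an extracellular proteoglycan, with a log2 fold change of -2.76 (standard error 0.124, adjusted p = 3.35e-07 from limma), and the calcium-binding annexin ANXA3 with one of -2.24 (standard error 0.150). APLN, which encodes the vasoactive peptide apelin, fell by 2.14 (standard error 0.142), the cyclin CCNY by 2.12 (standard error 0.267) and PNMA2 by 2.08 (standard error 0.130). CD59, which shields cells from complement, fell by 2.04 (standard error 0.0858), the chemokine scavenger receptor ACKR3 by 2.02 (standard error 0.169) and RGS4, which shortens G protein signaling, by 1.93 (standard error 0.209). With the mean of its probes CCNY was at -1.23.

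At the thresholds given here, 637 of 7997 genes with a mean Z-score above 0 were repressed, and 612 of them were also lower at an adjusted p under 0.05. The mean Z-score stands here for the average intensity that the methods name. At the mirrored thresholds 542 genes were raised. The comparison used 2 miR-1253 and 3 scrambled control arrays, and the paper's n is 5. The paper's list of 747 holds 668 current gene symbols, of which 624 were tested here. Of these, 617 were lower and 7 were higher, 584 were lower at an adjusted p under 0.05, and 545 met the thresholds. The other 92 genes repressed here were not matched to a symbol on that list, and not all of its symbols could be matched. The count was 1041 with neqc, which changes the background correction and the scaling together, and 1083 with normexp before the Z-scores.

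**Figure D2:**
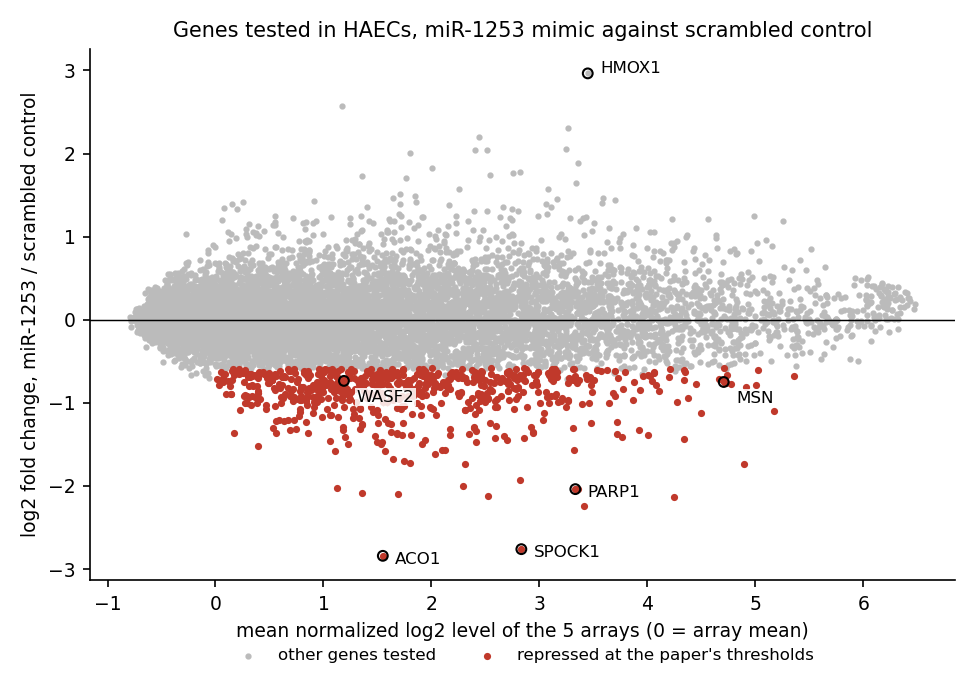
Each point is 1 of the 12430 genes tested, with the mean normalized log2 level of the 5 arrays on the horizontal axis (0 is the array mean) and the log2 fold change of the miR-1253 mimic over the scrambled control on the vertical axis. The 637 genes repressed at the paper's thresholds are red, and HMOX1 lies highest.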

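All 23 mRNAs of Table 1 were lower in HAECs with the miR-1253 mimic (2 arrays) than with the scrambled control (3 arrays) at an adjusted p under 0.05 from limma, and 21 met the thresholds of fold and level. The list was chosen by the study on these arrays, so this count is not independent evidence. The deepest fall was that of ACO1, the cytosolic aconitase that also binds iron-responsive mRNAs, with a log2 fold change of -2.84 (standard error 0.324, adjusted p = 1.06e-04). PARP1, which senses DNA breaks, fell by 2.04 (standard error 0.113, adjusted p = 1.18e-06), the cell adhesion protein RSU1 by 1.14 (standard error 0.117), RAB27A, a GTPase of vesicle secretion, by 1.07 (standard error 0.142), the phosphatase DUSP14 by 1.06 (standard error 0.124), PDE12 by 1.04 (standard error 0.0966) and TOPBP1, a protein of the replication checkpoint, by 1.03 (standard error 0.144). TFRC, the transferrin receptor, fell by 0.74 (standard error 0.157).

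The same genes were also measured under the other mimics, each with 3 arrays. Under miR-103a-2-5p 13 of the 23 were lower, 4 were higher and 6 did not pass the test, and under miR-585-5p 9 were lower, 3 were higher and 11 did not pass. Without miR-585-5p replicate 3, an alternative chosen after the values were seen, 10 were lower and 2 were higher under miR-585-5p. ACO1 fell by 2.17 under miR-103a-2-5p and had a log2 fold change of 0.28 under miR-585-5p, which did not pass the test and came from 1.22 on replicate 3, while replicates 1 and 2 lay at -0.19 and -0.20. TFRC fell by 1.96 under miR-103a-2-5p and by 2.06 under miR-585-5p. The median log2 fold change of the 23 genes was -0.75 under miR-1253, -0.31 under miR-103a-2-5p and -0.29 under miR-585-5p. In direct comparisons between mimics 11 of the 23 were lower under miR-1253 than under both others, namely DCUN1D5, DUSP14, MSN, PARP1, PDE12, RSU1, RXRA, SERINC3, TMEM127, TNS3 and WASF2. The study chose the 23 genes for low values on these miR-1253 arrays, which favours lower values under miR-1253 here too. This count is therefore not independent evidence of an effect particular to miR-1253.

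Leaving out miR-1253 replicate 2 ended the calls of ABCB10 (log2 fold change -0.45, adjusted p = 0.104), PTGER4 (-0.61, 0.0686) and RXRA (-0.62, 0.0686), and leaving out miR-1253 replicate 1 those of TFRC (-0.66, 0.0507), RXRA (-0.62, 0.0688) and SERINC3 (-0.26, 0.338). RXRA also lost its call without scrambled control replicate 1 (adjusted p = 0.0556) and SERINC3 without scrambled control replicate 1, 2 or 3 (0.0533, 0.147 and 0.126) and with quantile normalization (0.0644), neqc (0.0826), normexp (0.0874) or no filter on dim probes (0.0663). The methods' t-test, which the paper does not name for its arrays in particular, ended the calls of 11 of the 23 genes. RSU1 was at -0.66 with the mean of its probes, and with neqc and normexp PDE12 was at -1.71 and -1.77 and RAB27A at -1.61 and -1.65.

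Of the 117 predicted targets, 106 were measured, of which 34 were lower, 14 were higher and 58 did not pass the test (39 lower and 20 higher adjusted over the list alone). Their median log2 fold change was -0.05 and their mean -0.16, with an adjusted p = 0.0250 from camera and an adjusted p = 0.345 with an estimated correlation, and the median was -0.092 without miR-1253 replicate 1 and -0.081 with normexp. The methods' t-test ended this list's call from camera (adjusted p = 0.108). Fry gave the list an adjusted p = 0.00404 under miR-1253, and also 0.00348 under miR-103a-2-5p and 0.0175 under miR-585-5p. Camera, which sets a list against the other genes, gave it an adjusted p = 0.522 under miR-103a-2-5p and 0.809 under miR-585-5p. Of the 200 predicted targets related to hypertension from which the 117 were drawn (Figure 1B), 163 were measured, of which 53 were lower, 17 were higher and 93 did not pass (59 lower and 21 higher adjusted over the list alone). Their median was -0.11 (-0.21 with neqc, -0.20 with normexp and -0.23 with a mean Z-score above 0 as the filter), with an adjusted p = 7.35e-04 from camera and an adjusted p = 0.210 with an estimated correlation. Fry gave these targets an adjusted p = 0.00141 under miR-1253, and also 0.00629 under miR-103a-2-5p and 0.0496 under miR-585-5p. Camera gave them an adjusted p = 0.552 under miR-103a-2-5p and 0.796 under miR-585-5p. Besides genes of Table 1, MIB1, a ubiquitin ligase of Notch signaling, fell by 0.90 (standard error 0.0861), or by 1.88 with neqc and 1.97 with normexp, and SLC7A1, a transporter of arginine, by 0.83 (standard error 0.0745).

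**Figure D3:**
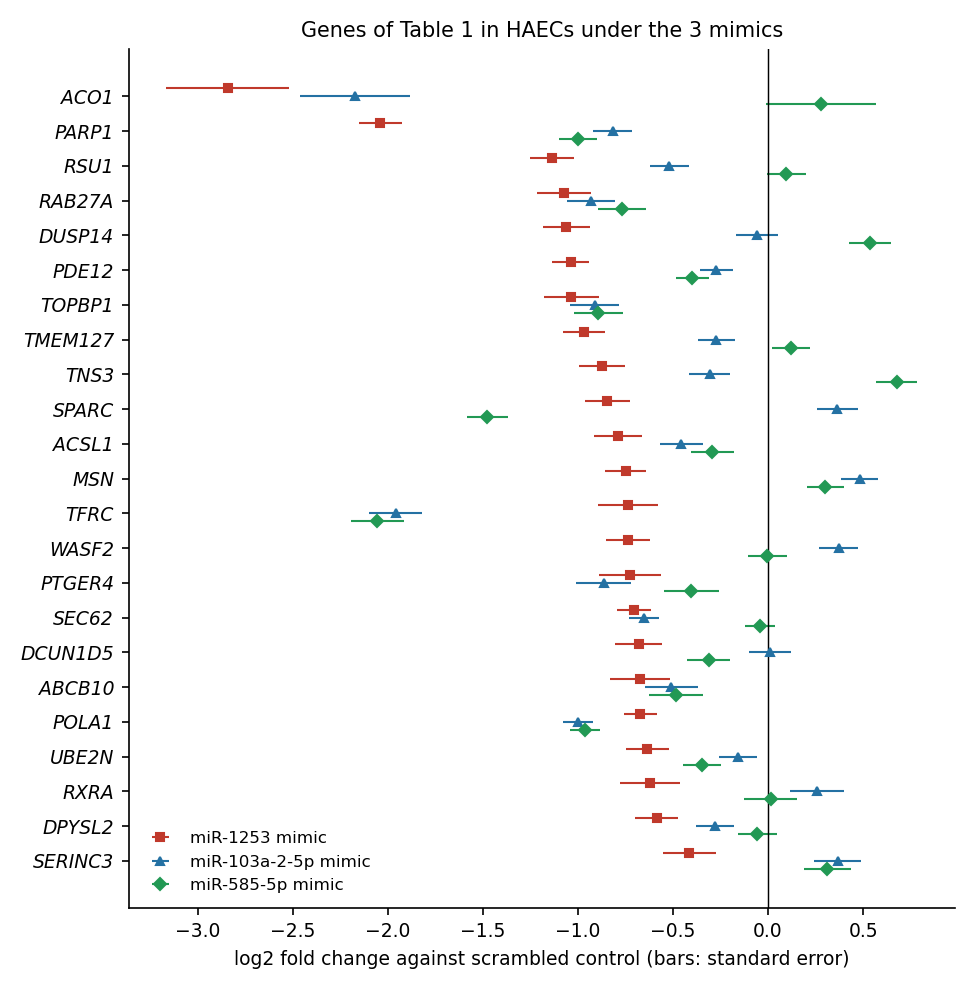
Each point is the log2 fold change of a Table 1 gene under 1 of the 3 mimics against the scrambled control, and the bars are standard errors. All 23 points of miR-1253 lie below 0, while those of miR-103a-2-5p and miR-585-5p lie on both sides of 0.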

When the list of 23 overlapping mRNAs was compared with the 75 genes in the actin cytoskeleton pathway, one of these genes, WASP family Verprolin-homologous protein 2 WASF2 (also known as WAVE2), was found to be differentially expressed between AAHT and WHT women (Figure 2, circled in purple). 

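WASF2, a member of the WAVE family that activates the Arp2/3 complex to branch actin filaments, was lower in HAECs with the miR-1253 mimic. Its normalized log2 level was 0.748 ± 0.0836 (SD, n = 2 arrays) with the miR-1253 mimic and 1.48 ± 0.156 (SD, n = 3 arrays) with the scrambled control. This is a log2 fold change of -0.74 (standard error 0.116, adjusted p = 8.90e-04 from limma), or 1.67-fold lower, and both miR-1253 arrays lay below each control array. Leaving out any 1 of the scrambled control or miR-1253 arrays kept the call, with log2 fold changes from -0.82 to -0.67. The methods' t-test, which the paper does not name for its arrays in particular, gave the same change an adjusted p = 0.0644. This was the highest of the alternatives, which ranged from 8.41e-05.

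MSN, moesin, which links actin to the plasma membrane, is the other gene of Table 1 that stands for a node of the actin cytoskeleton pathway. Its level was 4.26 ± 0.0572 (SD, n = 2) with the miR-1253 mimic and 5.01 ± 0.0968 (SD, n = 3) with the scrambled control, a log2 fold change of -0.75 (standard error 0.108, adjusted p = 5.35e-04 from limma).

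Under miR-103a-2-5p the log2 fold change of WASF2 was 0.37 (adjusted p = 0.0168 from limma), a call that ended without scrambled control replicate 2 (adjusted p = 0.0827), miR-103a-2-5p replicate 2 (0.0653) or miR-103a-2-5p replicate 3 (0.0513), and it was 0.56 with quantile normalization and 0.68 with neqc. Under miR-585-5p it was 0.00 (adjusted p = 0.988). Compared directly, WASF2 was lower under miR-1253 than under miR-103a-2-5p by a log2 fold change of -1.11 and than under miR-585-5p by one of -0.73. The genes used to normalize RT-qPCR, GAPDH and ACTB, had log2 fold changes of 0.10 (adjusted p = 0.677) and 0.05 (adjusted p = 0.873) under miR-1253, signs that turned to -0.03 for GAPDH with the mean of its probes and to -0.06 for ACTB with quantile normalization or neqc. Without miR-1253 replicate 1 they were 0.28 and 0.31, and without miR-1253 replicate 2 -0.09 and -0.20.

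From the overlap of the repressed mRNAs with the predicted targets, and of these with the actin cytoskeleton genes that differ between groups of hypertensive women, the paper arrives at WASF2.

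**Figure D4:**
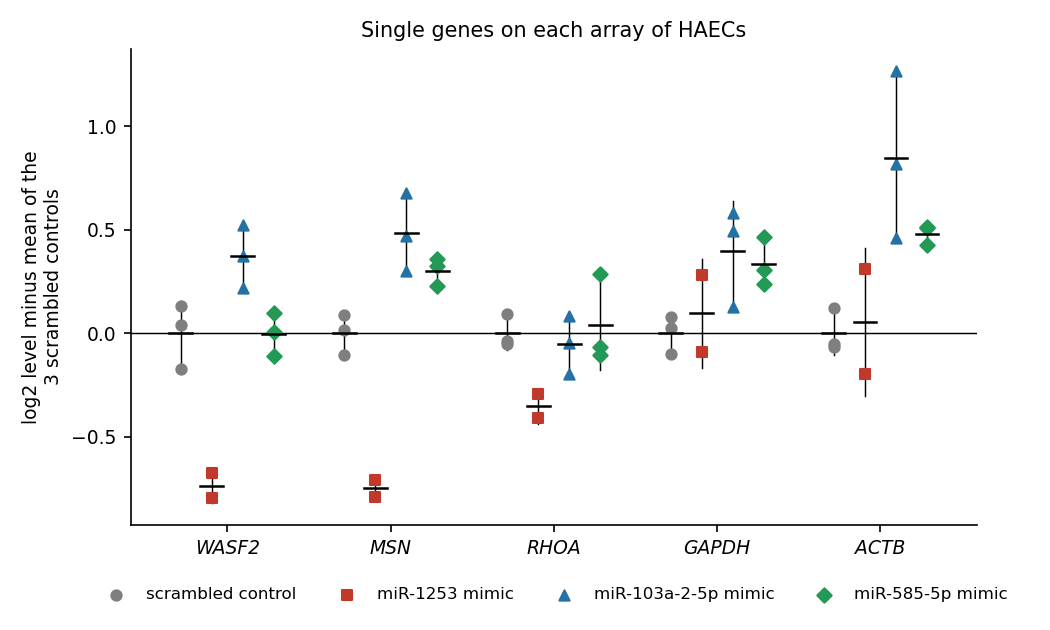
Each point is 1 array, and the vertical axis is the normalized log2 level of WASF2, MSN, RHOA, GAPDH or ACTB minus the mean of the 3 scrambled control arrays, with a line at each group's mean and a bar of 1 SD. For WASF2 and MSN both miR-1253 arrays lie below all 3 control arrays.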

WASF2 is known to regulate actin cytoskeleton branching [27,32]. miR-1253 was also predicted to target two other genes in the actin cytoskeleton pathway, Filamin A, α (FLNA) and Ras Homolog A (RHOA). However, neither of these two mRNAs were significantly downregulated by miR-1253 in our screen. Therefore, we focused on WASF2 as a potential target of miR-1253. 

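RHOA, a small GTPase that drives stress fibers and actomyosin contraction, had a normalized log2 level of 4.51 ± 0.0846 (SD, n = 2 arrays) with the miR-1253 mimic and 4.86 ± 0.0804 (SD, n = 3 arrays) with the scrambled control. Both miR-1253 arrays lay below each control array. The log2 fold change was -0.35 (standard error 0.124, adjusted p = 0.0603 from limma), or 1.28-fold lower, which is smaller than the 1.5-fold threshold. The unadjusted p was 0.0154 from limma. RHOA thus met the paper's limits of p under 0.05 and FDR under 0.20 here, and missed only its limit of fold. The threshold of 0.05 for the adjusted p used here is stricter. The adjusted p fell under 0.05 with quantile normalization (log2 fold change -0.39, adjusted p = 0.00861), with neqc (-0.40, 0.0440), with only the 5 arrays of this comparison in the fit (0.0130) and without miR-585-5p replicate 3 (0.0103), the last chosen after the values were seen. Over all alternatives the adjusted p ranged from 0.00861 to 0.268. FLNA, filamin A, was not analysed here.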

We performed a luciferase reporter assay using miTarget reporter vectors to confirm that miR-1253 can regulate the 3′ untranslated region (UTR) of *WASF2*. The 3′ UTR of *WASF2* is 3959 nucleotides in length and was split between two miRTarget plasmids. These heterologous reporter plasmids contain luciferase with a downstream renilla luciferase (RL) transfection control. The miRTarget *WASF2* 3′ UTR-1 plasmid contains the first 2010 nucleotides of the *WASF2* 3′ UTR, including the last 21 nucleotides of its coding region. The miRTarget *WASF2* 3′ UTR-2 plasmid contains nucleotides 1888 to 3959 of the *WASF2* 3′ UTR and there is a common overlap of 122 nucleotides of the 3′ UTR between plasmid 1 and 2 (Figure 3A). DIANA-microT predicted that miR-1253 could bind with the *WASF2* 3′ UTR at two positions, with seed sequences beginning at nucleotides 1617 (referred as binding site #1) and 1775 (binding site #2) (Figure 3A,B). Both DIANA-microT and TargetScan predicted that miR-1253 binds to the *WASF2* 3′ UTR at nucleotides 3734 to 3756 in the second half of the *WASF2* 3′ UTR, which is referred to as the WASF2 3′ UTR binding site #3 (Figure 3A,B). Human umbilical vein endothelial cells (HUVECs) were co-transfected with 50 nM miR-1253 or scrambled control mimics and either miRTarget *WASF2* 3′ UTR-1 or 3′ UTR-2. We observed significant repression of luciferase activity for miRTarget 3′ UTR-1 (*p* < 0.01, *n* = 3) and miRTarget 3′ UTR-2 (*p* < 0.001, *n* = 3) in the presence of miR-1253 and compared to a scrambled control (Figure 3C). These data indicated that miR-1253 can regulate the *WASF2* 3′ UTR and reduce protein expression.

We next validated whether miR-1253 can regulate WASF2 expression *in vitro*. We overexpressed the 50 nM miR-1253 mimic for 48 h in human aortic endothelial cells (HAECs). In the presence of miR-1253, *WASF2* mRNA levels were significantly repressed nearly 50% (*p* < 0.05; *n* = 3) and the corresponding WASF2 protein levels were significantly downregulated by nearly 60% (*p* < 0.01; *n* = 3) compared with a scrambled control mimic (Figure 4A). In order to verify that this is not a cell line-specific effect, we also performed the same experiments in HUVEC cells. miR-1253 mimics significantly repressed *WASF2* mRNA 55% (*p* < 0.01; *n* = 5) and WASF2 protein 38% (*p* < 0.001; *n* = 5) (Figure 4B). Together, these results confirm our in silico prediction that miR-1253 can regulate the expression of WASF2 protein in endothelial cells.

Given that WASF2 is a key regulator of actin cytoskeleton dynamics, we assessed whether this regulatory network may affect the actin cytoskeleton. We transfected 50 nM scrambled control or miR-1253 mimics into HUVECs for 48 h and stained with rhodamine phalloidin to visualize actin cytoskeletal structures. We observed morphological changes in cells transfected with miR-1253 mimic compared to scrambled control mimics (Figure 5). Protrusive actin-containing structures such as lamellipodia or filopodia are formed at the leading edge of cells. Lamellipodia form larger actin-containing ruffles, while filopodia are characterized by actin-containing finger-like extensions from the cell [33,34]. These structures can be identified by immunofluorescence staining of cells for actin. Cells with transfected miR-1253 had increased lamellipodia formation, as shown by concentrated actin-rich membrane ruffling at the edges of cells. Therefore, we scored these cells by the presence of either lamellipodia or filopodia. We observed that there was a significant increase in lamellipodia in HUVECs transfected with miR-1253, indicating an increase in actin-rich membrane ruffling at the edges of the cells (*p* < 0.001; *n* = 3 independent experiments) (Figure 5A,B). miR-1253 did not affect the formation of actin-rich filopodia projections. We did observe an increase in cell surface area of approximately 60%. However, this was not statistically significant (*p* = 0.09; *n* = 3 independent experiments) (Figure 5C). Together, miR-1253 regulates WASF2 in endothelial cells, leading to changes in endothelial cell lamellipodia formation. 

## 4. Discussion

Together, reanalysis of unexplored pathways within our prior data examining DGE patterns in AA and white women with hypertension indicates that a large number of genes within the actin cytoskeleton signaling pathway are differentially expressed between AA and white hypertensive women. Importantly, nearly all of these genes exhibit similar expression levels between normotensive AA and white women (Figure 2, Supplementary Materials Figure S1). This suggests that the DGE patterns associated with hypertension occur around the time the disease process begins or during and after sustained exposure to elevated systemic blood pressure levels. Previously, we found similar patterns in additional pathways related to hypertension [8,9] and this study provides further evidence that DGE is associated with individuals with high blood pressure. Here, we found that miR-1253, identified in our previous analysis [9] but without a functionally validated role in hypertension, was predicted to target *WASF2* in the actin cytoskeleton pathway. Our gene expression analysis in PBMCs led us to identify that miR-1253 can regulate the *WASF2* 3′ UTR, repress WASF2 protein expression in endothelial cells, and influence actin cytoskeletal dynamics with respect to increased lamellipodia formation in endothelial cells (Figure 4 and Figure 5). 

DGE within the actin cytoskeleton signaling pathway in hypertension has previously remained relatively unexplored, particularly in the context of AA women with hypertension. Most studies have examined the role of this pathway in downstream conditions—of which, hypertension is a major risk factor. Pathway analysis of gene expression in coronary artery atherosclerosis plaques identified that focal adhesion and actin cytoskeleton pathways as some of the most differentially expressed between early and late-stage plaques [35]. In human macrophages, FLNA expression is higher in advanced atherosclerotic plaques compared with intermediary plaques and inhibition of FLNA expression in mice reduced plaque development, suggesting a role for this gene and the actin cytoskeleton in hypertension-related CVDs [36]. FLNA is expressed in human and mouse endothelial cells after myocardial infarction. When its expression is inhibited, the endothelial response to cardiac repair, migration, and VEGF-A secretion was reduced, and this promoted left ventricular dysfunction and heart failure [37]. In our analysis, we found that AA women have lower levels of *FLNA* compared with white women, which may suggest that FLNA and its expression in specific contexts is relevant in hypertension etiology. 

Altered levels of other members of the actin cytoskeleton signaling pathway have been observed but not in the context of gender or race. Bradykinin receptors 1 and 2, which act as upstream regulators of vessel wall remodeling, are significantly upregulated in peripheral monocytes of essential hypertensives and hypertension treatment reduces their expression [38]. The Rho/ROCK signaling cascade regulates organization of the actin cytoskeleton and cell morphology, including adhesion of cells along the endothelium of the vasculature [39,40,41]. Members of the RhoA family have been extensively examined as targets for hypertension therapy [42], and given its upregulation in AA women with hypertension (shown here and in [9]), the targeting of elevated RHOA expression and the downstream impact on cytoskeleton function may be a novel area for intervention in AA women. Follow-up studies are warranted to investigate this. 

We identified differential expression of *WASF2* between AA and white women with hypertension. WASF2 is an actin nucleation-promoting factor and binds with the actin-related protein (Arp) 2/3 complex to promote actin filament nucleation and branching [43,44]. Variation in WASF2 expression modulates actin branching and influences the formation of cellular filopodia and lamellipodia [27,32,44,45,46]. We observed that repression of WASF2 levels due to miR-1253 overexpression increased the formation of lamellipodia and membrane ruffling, consistent with lamellipodia formation and actin elongation dynamics related to WASF2 expression modulation [32]. It is possible that miR-1253 regulation of WASF2 in hypertensives may influence endothelial integrity and lead to downstream complications, and additional studies are warranted to investigate this. 

Endothelial response to increased shear stress and laminar flow has been found to be associated with race. HUVECs isolated from AAs are more responsive to laminar shear stress compared with HUVECs from whites, including in pathways related to nitric oxide synthase and oxidative stress response. Importantly, in both cases, exercise was able to improve upon those changes [47,48]. A recent meta-analysis of studies comparing arterial stiffness between AAs and whites identified significant differences in AAs in aortic femoral pulse wave velocity and carotid-femoral pulse wave velocity [49] and build off of previous analysis that AAs can have impaired microvascular dilatory response [50]. Our findings here indicate that the actin cytoskeleton could influence or associate with these clinical observations and further consideration of the involvement of WASF2, miR-1253, and related pathway genes will be important to identify any direct roles. 

Modulation of WASF2 expression by miR-1253 in circulating PBMCs may contribute towards hypertension-related changes in membrane physiology and morphology and downstream complications, such as atherosclerosis. Follow-up studies will be necessary to ascertain this. Recent findings suggest that B cells [51] and several T cell subtypes can influence angiotensin II (AngII)-signaling and downstream cytokine release and inflammatory response in hypertensives [51,52,53,54]. M-positive monocytes mediate AngII-induced hypertension and promote downstream vascular dysfunction in response to elevated blood pressure [55]. While there have been few studies directly investigating the role of the actin cytoskeleton structure in these cells as a causative mechanism of hypertension, several members of this pathway, including RHOA and ROCK, have identified roles in T and other immune cell cytoskeletal structure [56,57]. This includes regulatory roles in lamellipodial function required for transendothelial migration during inflammatory response [56,58]. Our findings indicate that WASF2 may also be a player in immune cell cytoskeletal dynamics and future studies will help elucidate this contribution to any additional hypertension-related mechanisms. 

Previously, miR-1253 expression levels in plasma have been linked with glaucoma [59] and it is epigenetically silenced via hypermethylation in medulloblastoma tissues. [60]. miR-1253 regulates the expression of the long, non-coding RNA *FOXC2-AS1* in prostate cancer cells [61] and *WNT5A* in lung carcinoma [62]. Oncogenic circular RNA *circ_0030235* can act as a sponge of endogenous miR-1253 in pancreatic cancer cells and promote cellular growth and migration [63]. miR-1253 can also regulate *FOXC2-AS1* in vascular smooth muscle cells (VSMCs) to decrease cellular proliferation and miR-1253 plasma levels were significantly reduced in patients with atherosclerosis [64]. This is the only study currently linking miR-1253 with VSMCs, atherosclerosis, or any other cardiovascular disease. 

It is interesting to speculate how AA women with hypertension may have lost expression of miR-1253 in PBMCs. Considering that the miR-1253 loci is sensitive to hypermethylation in cancer [60], this could be a potential mechanism repressing miR-1253 expression levels in hypertensives. As well, ancestral polymorphisms can function as expression quantitative trait loci (eQTL) in macrophages and immune cells to influence differential gene expression and immune and metabolic function [3,65]. It is possible that miR-1253 expression is regulated by eQTLs in AA hypertensives and this will need to be explored further, as this would also provide a more thorough understanding if miR-1253 expression changes before, during, or after the development of essential hypertension. 

Many miRNAs play an important role in the normal and disease physiology of the vasculature. For example, miR-155 regulates endothelial eNOS and downstream vasodilation in human mammary arteries [66] and its expression is inversely correlated with target AGTR1 expression in untreated hypertensives [67]. Several miRNAs, including miR-143 and miR-145, regulate vascular smooth muscle cell function and have been found to be differentially expressed in PBMCs and correlated with 24 hr diastolic blood pressure and pulse pressure in individuals with hypertension [68]. It is unknown whether these miRNAs are correlated with disparities in hypertension, particularly in AA women, or involved in similar pathways as miR-1253. 

Our approach was useful in being able to examine DGE patterns in understudied populations and identify novel regulators of some of those genes. However, our study is limited because it is not known whether differential expression of miR-1253 or *WASF2* in AA women with hypertension is a contributing cause or a consequence of elevated high blood pressure. It is likely not a major cause of hypertension development, but given the pathways these genes are involved with, they should be explored further when it comes to understanding how to better manage or treat high blood pressure. We were also not able to ascertain whether miR-1253 is the major regulator of *WASF2* transcript levels in PBMCs or acting as a contributing role player. As the connections between circulating cells and the development and pathology of hypertension become clearer, these genes should be considered. The miR-1253–WASF2 interaction may also be relevant, or perhaps even more relevant, in tissues already known to be more directly related to the constriction and dilation of the vasculature, including the endothelial and smooth muscle layers. Our finding highlights the need to validate whether miR-1253 regulates WASF2 expression in primary endothelial or VSMCs, particularly in projects focused on examining mechanisms of hypertension-related disparity and in biospecimens from these populations. Given that there are no data in the literature examining whether changes in miR-1253 influence endothelial dysfunction in response to increased blood pressure, our study lays groundwork for these intriguing projects.

Together, we have identified the actin cytoskeleton as a possible avenue to explore to further our understanding of how hypertension may develop or present in different populations. Future studies will need to examine the miR-1253–WASF2 relationship in order to further elucidate their role in the development or pathology of hypertension.

## Figures and Tables

**Figure 1:**
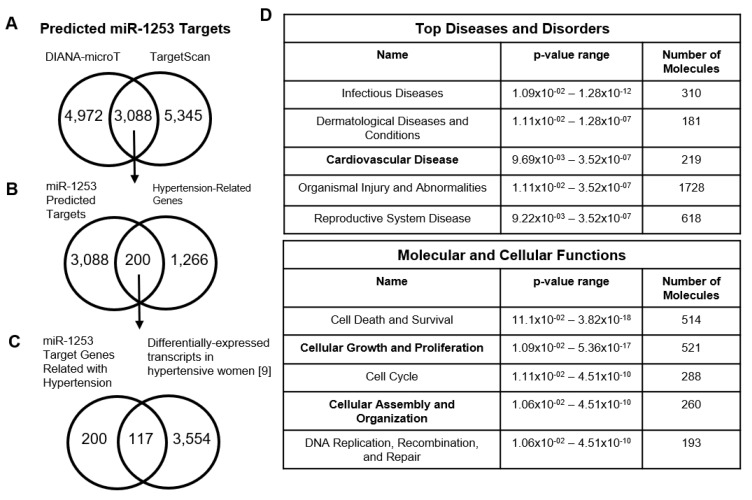
Target prediction analysis for miR-1253. (**A**) Venn diagram of the predicted miR-1253 targets overlapping between the DIANA-microT and TargetScan algorithms. (**B**) Venn diagram of overlapping, predicted miR-1253 targets that are within a previously curated [9] list of hypertension-related genes. (**C**) Venn diagram of the predicted hypertension-related miR-1253 targets that are significantly, differentially expressed in peripheral blood mononuclear cells (PBMCs) in hypertensive women. (**D**) List of significant top diseases and disorders (top) and molecular and cellular functions (bottom) in human aortic endothelial cells (HAECs) transfected with 50 nM miR-1253 mimic. These pathways were identified by Ingenuity Pathway Analysis.

**Figure 2:**
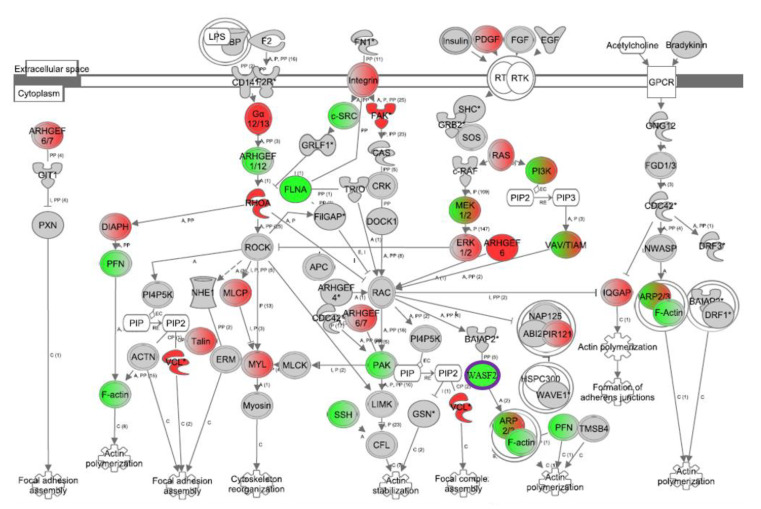
Gene expression analysis of the actin cytoskeleton in hypertensive women.

**Figure 3:**
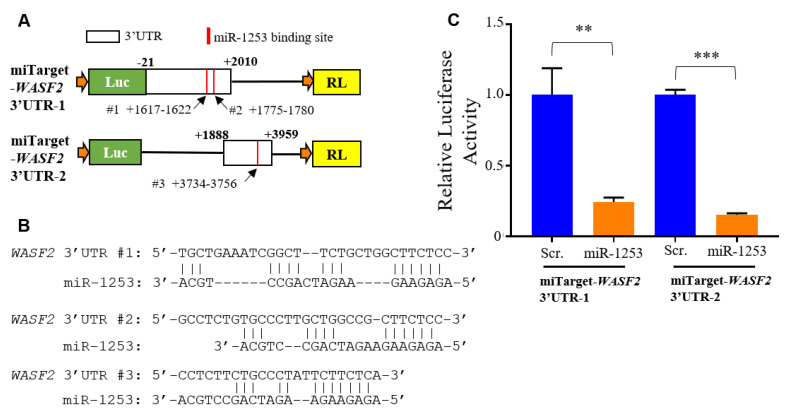
miR-1253 targeting of the *WASF2* 3′ UTR. (**A**) Schematic of the miRTarget *WASF2* 3′ UTR vectors (plasmid 1 and 2). The predicted binding sites of miR-1253 to the *WASF2* 3′ UTR are indicated in red with designated base pair positions. (**B**) Base pair schematic of binding site #3 of miR-1253 to the 3′ UTR region of *WASF2*, as predicted by TargetScan. (**C**) The relative expression of luciferase (Luc) reporter in the presence of 50 nM miR-1253 for 48 h and compared with scrambled control. Data were normalized to an internal renilla control and normalized to 1.0. ** *p* < 0.01; *** *p* < 0.001, by two-tailed student’s T-test.

**Figure 4:**
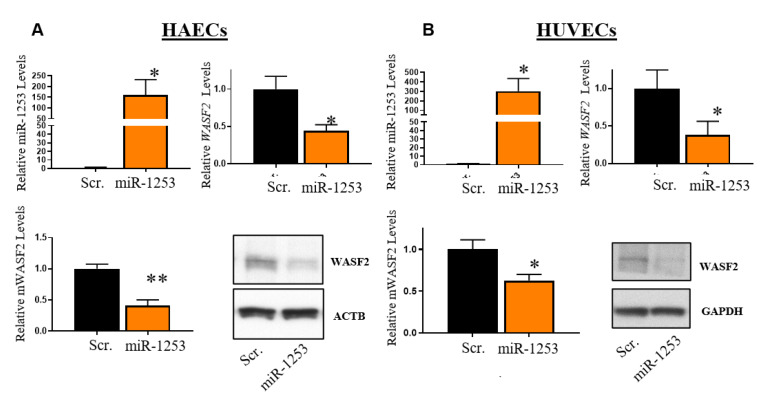
Overexpression of miR-1253 in HAECs and HUVECs reduces expression of WASF2. The 50 nM miR-1253 was transfected into HAECs (*n* = 3) (**A**) and HUVECs (*n* = 5) (**B**) for 48 h, and overexpressed in each cell line compared with a scrambled negative control mimic (scr.; top left). WASF2 mRNA expression was normalized to GAPDH in each cell line and shown relative to a scrambled control (scr.; top right). WASF2 proteins levels were normalized to β actin (HAECs) or GAPDH (HUVECs) and shown relative to a scrambled control (scr.; bottom left). Representative immunoblots are shown for WASF2 and loading controls in each cell line (bottom right); * *p* < 0.05, ** *p* < 0.01, by one-tailed T-test (for confirmation of miR-1253 and mRNA expression levels in each cell line) or two-tailed student’s T-test for all protein levels. Columns represent the mean ± S.D.

**Figure 5:**
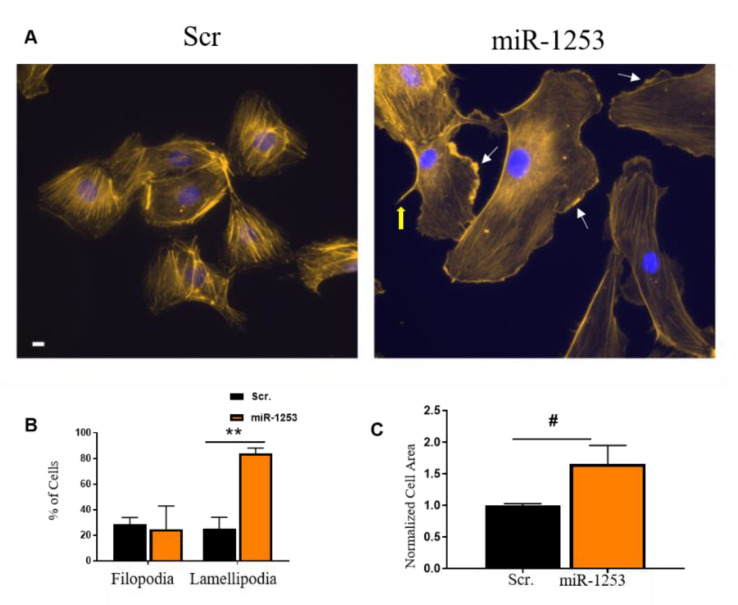
miR-1253 increased lamellipodia in HUVECs. (**A**) Representative pictures of HUVECs transfected with either scrambled control mimics (scr., left panel) or miR-1253 (right panel) and stained with rhodamine phalloidin for actin filaments and DAPI for nuclei visualization. White arrows indicate examples of scored lamellipodia and the thick yellow arrow indicates an example of scored filopodia. (**B**) Percent of cells visualized and counted for filopodia or lamellipodia in cells transfected with the scrambled or miR-1253 mimic versus total number of DAPI-stained cells (*n* = 3). (**C**) Quantitation of cell surface area of HUVECs transfected with the scr. control or miR-1253 mimic. ** *p* < 0.01, # *p* = 0.09; two-tailed student’s T-test. Scale bar = 10 µm. Columns represent the mean ± S.D. of three independent experiments and between a total of 28–89 (among scrambled conditions) and 25–46 cells counted (among mimic conditions) per experiment.

**Table 1:** Summary of the predicted miR-1253 targets repressed in HAECs *.

Predicted miR-1253 Targets (Compared w/Scrambled Control)	FDR	Fold Change	*p*-Value	Z-Ratio
ABCB10	0.0172	−1.53	0.0032	−2.83
ACO1	0	−7.58	0	−11.94
ACSL1	0	−1.69	0	−3.32
DCUN1D5	0.0116	−1.87	0.002	−3.8
DPYSL2	0	−1.61	0	−2.47
DUSP14	0	−2.13	0	−4.46
MSN	0	−1.83	0	−3.15
PARP1	0	−4.4	0	−8.57
PDE12	0	−2	0	−4.36
POLA1	0	−1.53	0	−2.82
PTGER4	0	−1.72	0	−3.05
RAB27A	0	−2.06	0	−4.5
RSU1	0	−2.16	0	−4.78
RXRA	0	−1.54	0	−2.61
SEC62	0	−1.55	0	−2.96
SERINC3	0	−2.51	0	−5.53
SPARC	0	−1.91	0	−3.55
TFRC	0	−1.71	0	−3.1
TMEM127	0	−1.89	0	−4.07
TNS3	0	−1.83	0	−3.68
TOPBP1	0	−2.09	0	−4.35
UBE2N	0.0005	−1.56	0.0001	−2.67
WASF2	0	−1.64	0	−3.09

* mRNAs also found to be significantly and differentially expressed in PMBCs in hypertensive AA and white women and with hypertension-related pathways, outlined in [9].

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/11/5/572/s1, Figure S1: Gene expression analysis of the actin cytoskeleton in hypertensive women, Table S1: Genes within the Actin Cytoskeleton Signaling Pathway with Corresponding Fold Change and P-Value, can be found in the Supplementary Materials document. All gene lists from our miR-1253 prediction analysis, microarray analysis, and endothelial cell studies can be found in the excel file labeled Supplemental File 1.

# Supplementary material for: MicroRNA-1253 Regulation of WASF2 (WAVE2) and its Relevance to Racial Health Disparities
**Source:** Genes (Basel). 2020 May 20;11(5):572. doi: 10.3390/genes11050572
**Supplement:** Supplementary file 1

Supplementary Material

**Supplementary Table 1 – Genes within the Actin Cytoskeleton Signaling Pathway with Corresponding Fold Change and P-Value**

**
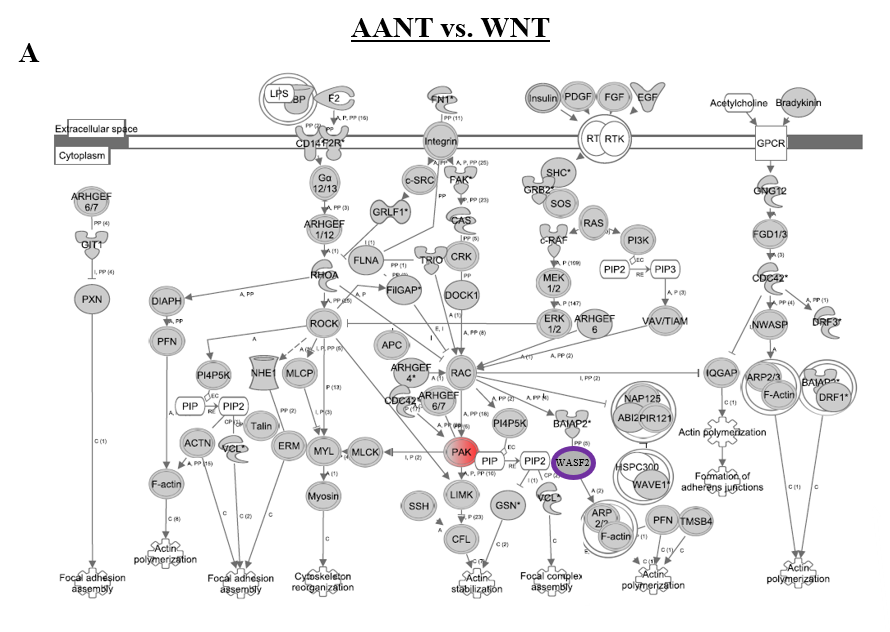
Supplementary Figure 1**

**
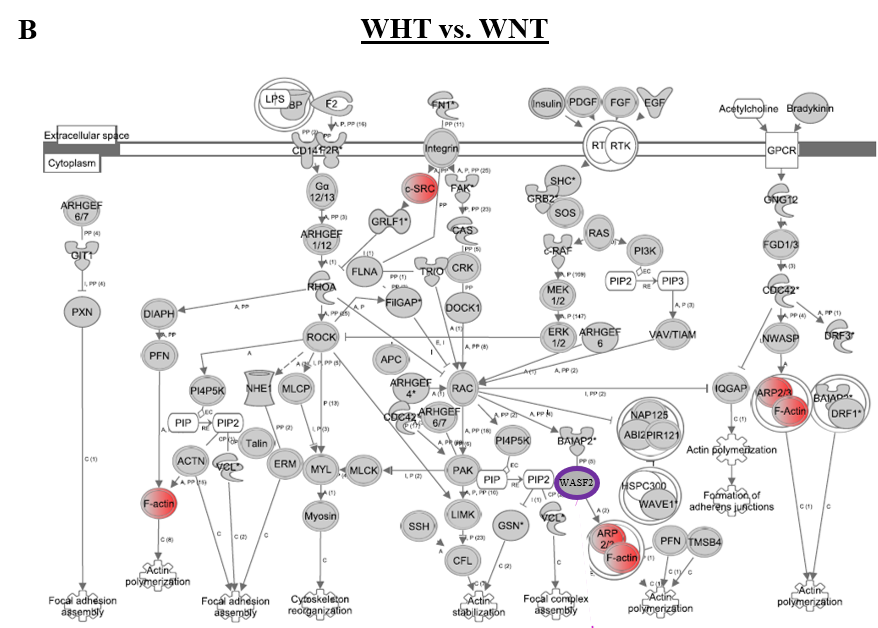
**

**
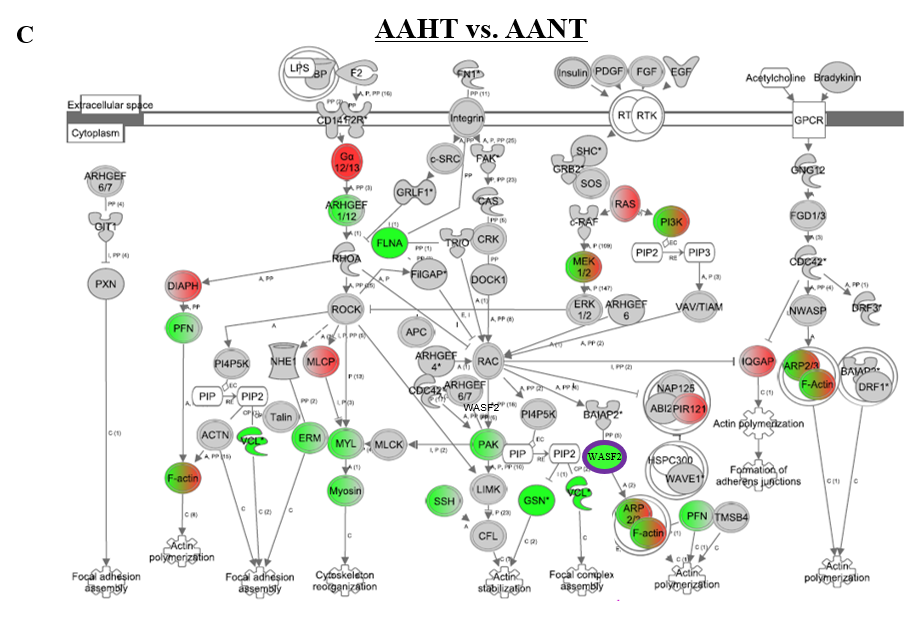
**

**Supplementary Figure 1: Gene expression analysis of the actin cytoskeleton in hypertensive women*.*** Microarray gene expression fold-changes in PBMCs were imported into Ingenuity Pathway Analysis (IPA) and overlaid onto the actin cytoskeleton pathway. Red indicates significantly up-regulated expression and green indicates significant down-regulation in AANT compared with WNT (**A**), WHT compared with WNT **(B)** and in AAHT compared with AANT **(C)**. Grey indicates a non-significant difference and white indicates no data available. All fold changes and P-values are listed for each gene and each comparison in Supplementary Table 1. AANT: Africa American normotensive; AAHT: African American hypertensive; WNT: White normotensive; WHT: White hypertensive.

How the deposited data were processed for this re-analysis (not part of the article)

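Gene expression in primary HAECs was measured on 11 Illumina HumanHT-12 v4 arrays, 3 with a scrambled negative control, 2 with the miR-1253 mimic, 3 with a miR-103a-2-5p mimic and 3 with a miR-585-5p mimic. Groups and replicate numbers were taken from the sample labels and the paper. Nothing in the sources used here names the cultures behind the arrays, and the methods state that outlying technical replicates were removed. No columns of samples were left unused, and no arrays held identical values.

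The authors deposited an unnormalized table with the intensity of each probe and its detection p-value, which the submitters' processing notes credit to GenomeStudio 2011.1, and whether background was subtracted there is not given in the sources used here. The authors also deposited a table of score values per probe, the Z-score, in which each array's log signals have their mean subtracted and are divided by their SD. The Z-scores recomputed here differed from those deposited by at most 0.000110. The deposited p-value of detection compares a probe with negative control beads on the same array.

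From the unnormalized intensities, log2 signals were turned into Z-scores per array and multiplied by 1.32, the mean SD of the 11 arrays, so that differences are log2 fold changes and a normalized level of 0 is the mean of an array's probes. Of 47231 probes, 30113 had 1 gene symbol in the annotation table used, 8 had several and 17110 (36.2%) had none, and the unnamed probes were left out of the tests of genes. Probes with a detection p under 0.05 on at least 2 arrays were kept, which left 23142 probes, of which 16594 had 1 gene symbol. A gene with several such probes (3327 genes) was represented by the probe with the highest mean signal, and 22 genes had probes called in opposite directions under miR-1253. This gave 12430 genes. FLNA was not analysed here, as no probe carried that name in the table used.

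Differences were tested with limma 3.58.1 (with statmod 1.5.0) in R 4.3.3, with lmFit and eBayes on all 11 arrays in 4 groups (7 residual degrees of freedom and a prior of 4.51), two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. All arrays share 1 estimate of the spread because 2 arrays of miR-1253 give little of their own. Repressed genes were counted at the thresholds of the paper, which are p under 0.05, FDR under 0.20 (0.3 in its Methods, with the same count here), a fall of more than 1.5-fold and an average intensity above 0. The last was read here as a mean Z-score above 0 over the arrays compared, which the paper does not spell out. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

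Gene lists were fixed before the data were examined, but values in the paper's tables, some of them from these arrays, had been seen. They cover mitosis, DNA replication, the interferon response, NF-kB and endothelial activation, the response to endoplasmic reticulum stress and lack of amino acids, the p53 response, cholesterol synthesis and uptake, matrix and the response to TGF-β, the WAVE and Arp2/3 complexes with their GTPases, reference genes, endothelial identity, markers of smooth muscle, fibroblasts, leukocytes and epithelium, and the nodes of the actin cytoskeleton pathway that name a gene or stand for a family. The paper's lists of 117 and of 200 predicted targets were tested in the same way. Each list was tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, with adjustment over the lists of a comparison.

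The genes named are those the paper names for this experiment with GAPDH and ACTB, the 12 largest falls and 12 largest rises past the threshold under miR-1253 among genes with a symbol that is no placeholder and with values of the 2 groups that do not overlap, 5 and 5 by the same rule for each other mimic, up to 4 members of each list with the smallest adjusted p, and up to 6 of the WAVE list. The values in the paper's tables had been seen when this rule was set. Genes outside the rule are said to be chosen after their values were seen.

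The fit was tested on simulated data for miR-1253 against the scrambled control over 12430 genes. It recovered 61.2% of 67 genes changed by 0.5 log2 units, 95.5% of 67 changed by 1 and 100% of 66 changed by 2. Another 30 genes were lowered together by 0.5 to test camera, of which 21 were called, and 10 of the 202 calls were false. The methods' t-test recovered 2.99%, 4.48% and 43.9% of the same genes. The simulated noise was independent between genes, while the mitosis list had an estimated correlation of 0.683 on the real arrays. Far fewer genes were changed than the 23.9% called under miR-1253, so these shares need not hold for the real arrays.

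The alternatives were quantile normalization, neqc with an offset of 16, normexp background correction before the Z-scores, the deposited Z-scores, no filter on dim probes, a mean Z-score above 0 or a detection p under 0.01 as the filter, only the arrays of the groups compared, the methods' t-test, eBayes with trend and robust estimation, the mean of a gene's probes, the replicate number as a block, and leaving out each array of the groups compared in turn. The methods' t-test is Student's t-test, which the paper names for comparing 2 groups and not for its arrays in particular. A test of seed matches in the 3′ untranslated regions was planned and not run, since the sequences were not used here. Ingenuity Pathway Analysis was not repeated.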

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

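The paper reports the miR-1253 and scrambled control arrays, and the results here come from the other arrays or from genes it does not discuss. The tests of the explanations weighed here and the values without miR-585-5p replicate 3 were chosen after the results were seen, while the splits of the arrays, the counts and the tests of lists against the control were planned.

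On miR-585-5p replicate 3 the interferon genes lay far below those of the other arrays, with a list median of -3.00 against the control mean, while the other miR-585-5p arrays lay at 0.09 and 0.01. All 31 measured members were lower on it than the mean of the other miR-585-5p arrays, and 27 of them are among its 249 genes more than 1 log2 unit away (40 and 31 genes for replicates 1 and 2), so other genes differed too. Under 5 normalizations the median difference from those arrays was -2.97 or further from 0, and 39.4% of probes were detected against 36.3% to 41.5% on the other arrays, which argues against the normalization and against a dim array. Over the 12399 other genes tested, its median absolute log2 difference was at most 0.159 from the other miR-585-5p arrays and at least 0.212 from each array of another group, a margin of 0.0537, which argues against an array of another of these groups under a wrong label. The design names nothing that sets this array apart, so no biological explanation was tested and what lowered these genes stays open.

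Genes of mitosis were lower under each of the 3 mimics, with medians of -2.33 (30 of 30 lower) under miR-103a-2-5p, -2.10 (30 of 30) under miR-585-5p and -0.92 (27 of 30) under miR-1253. Among the scrambled control arrays, the one farthest from the others had a list median of -0.073 against them, which argues against the chance spread of the controls. In the test between mimics 28 of the 30 genes were higher under miR-1253 than under miR-103a-2-5p, and 28 than under miR-585-5p, so a state of the controls cannot be the whole cause. The part common to all 3 mimics, a median of -0.92 over each gene's smallest fall, and a state of all 3 control arrays cannot be told apart, as no other control arrays were analysed. With an estimated correlation the list's adjusted p was 0.0925 for miR-103a-2-5p and 0.124 for miR-585-5p, or 0.0154 for miR-585-5p without its replicate 3.

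Under miR-103a-2-5p 3976 genes changed and under miR-585-5p 3730 at an adjusted p under 0.05 from limma. The 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05, and the real split was the 1 split of each set with as many calls. The highest of the other splits called 0 genes by limma in each comparison (377 and 708 at an unadjusted p under 0.05, against 5033 and 4855 for the real splits). Every other split puts mimic and control arrays on both sides, which widens the spread within its groups. Their low counts therefore cannot decide whether the real split stands out. The share of higher genes among those called depended on the scaling, at 32.9% for miR-103a-2-5p against 49.2% with quantile normalization and 49.1% with neqc, and at 37.7% for miR-585-5p against 51.0% with each.

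The endoplasmic reticulum stress and amino acid response list had a median log2 fold change of 0.69 under miR-1253. It was higher than under both other mimics, with camera p-values of at most 3.42e-07 (p = 2.83e-04 and 8.47e-04 with an estimated correlation), which argues against a rise common to all transfected mimics. HMOX1 had a log2 fold change of 2.96 under miR-1253, above all other genes tested.

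ACO1, listed in Table 1, fell by 2.17 under miR-103a-2-5p. TAGLN, a calponin-related protein that binds actin, had a log2 fold change of 3.18 (standard error 0.140) under miR-103a-2-5p. CYFIP2, a WAVE complex subunit, had one of 2.66 (standard error 0.0962) under miR-585-5p. The p53 response list had a median of 0.88 under miR-585-5p.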

How the results depend on the processing

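The alternatives without miR-585-5p replicate 3 and with probes in place of genes were chosen after the values were seen. Over all alternatives no result changed its direction past the threshold, and the cause was not tested for any change below. Gene lists were also tested against the scrambled control under miR-1253. Without the list of reference genes, 336 of these tests kept their side of the threshold, 16 lost it and 5 gained it. The gains were the NF-kB list without scrambled control replicate 3, and by fry that list and the smooth muscle, leukocyte and epithelial markers. Of 126 named genes the largest loss of calls was 38, with the methods' t-test, followed by the fits without 1 of the miR-1253 arrays. Genes changed under miR-1253 ranged from 2043 to 4072 when single arrays were left out and numbered 1296 with the methods' t-test. Against miR-103a-2-5p, 3537 genes changed under miR-1253, 291 with the methods' t-test and from 2041 (without miR-1253 replicate 1) to 4601 without single arrays. Against miR-585-5p these numbers were 3929, 427 and from 2559 (without miR-1253 replicate 1) to 4341, with 2401 from only the arrays compared. Genes repressed at the paper's thresholds numbered 637, with 1041 under neqc, 1083 under normexp and 618 to 821 without single arrays. Counted by probe, 951 of 12138 were repressed, 168 of them without a gene name. WASF2 kept its call except with the methods' t-test (-0.74, adjusted p = 0.0644, over a range from 8.41e-05). RHOA passed the threshold with quantile normalization (-0.39), neqc (-0.40), only the arrays compared (-0.35) and without miR-585-5p replicate 3, and ranged from -0.41 to -0.29 without single arrays. With an estimated correlation the lists of mitosis (-0.92, adjusted p = 0.210), DNA replication (-0.81, 0.148), interferon (0.71, 0.683), matrix (-0.13, 0.210), 117 targets (-0.0508, 0.345) and 200 targets (-0.11, 0.210) did not pass. By fry the other lists just named passed, while the interferon list did not (0.71, 0.311). The interferon list had medians of 0.64 to 0.92 without single arrays. The matrix list also did not pass with normexp (-0.16, 0.126), a mean Z-score filter (-0.12, 0.0729), a detection p under 0.01 (-0.13, 0.0672), only the arrays compared (-0.13, 0.0585) or the methods' t-test (-0.13, 0.169), with medians of -0.22 to -0.088 without single arrays. The 117 targets did not pass with the methods' t-test (-0.0508, 0.108). Leaving out a miR-1253 array assumes that the lone array varies like those of the other groups. Arrays with the same replicate number did not deviate together (r from -0.298 to 0.174 over 15 pairs, 3 of them over 0.1), and 4 of 11 arrays had their highest correlation with an array of their own number. With the replicate number as a block, 2695 genes changed under miR-1253, and of 126 named genes 6 lost and 1 gained a call. Seed matches were not tested. The dim probes and the 2 arrays of miR-1253 limit what can be detected.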

Differences from the paper's values

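The look at single probes was chosen after the values were seen.

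For SERINC3 the paper's fold change in Table 1 is -2.51 and the value here was -1.33, a difference that held under all alternatives set before the data were examined. The brightest probe of SERINC3 represents it here. Another of its probes, looked at after seeing the values, had a fold change of -2.49 and the remaining one 1.10.

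For DCUN1D5 the paper's fold change is -1.87 and the value here was -1.60. With quantile normalization, neqc, normexp, without scrambled control replicate 1 and without miR-1253 replicate 1 the difference was within the SD of the replicates here, and under the other alternatives set before the data were examined it was not. A dimmer probe of DCUN1D5, looked at after seeing the values, had a fold change of -1.89.

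For MSN the paper's fold change is -1.83 and the value here was -1.68. With quantile normalization, neqc, without scrambled control replicate 2 and without miR-1253 replicate 2 the difference was within the SD of the replicates here, and under the other alternatives set before the data were examined it was not. For SPARC the paper's fold change is -1.91 and the value here was -1.80, a difference within the SD of the replicates here with quantile normalization, neqc and without miR-1253 replicate 1, and not under the others set before the data were examined. Of the 23 fold changes of Table 1, 22 were within 1.5 times of the values here.

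SEC62 and SERINC3 of Table 1 did not meet the paper's thresholds, as read here, under any setting that takes 1 value per gene. SEC62 had a fold change of -1.63 and a mean Z-score of -0.0453, below 0. It thus missed only the threshold of level, which rests on reading the paper's average intensity as a mean Z-score. SERINC3 had a fall of less than 1.5-fold by its brightest probe, while its probe with the fold change of -2.49 passed 1.5-fold and had a mean Z-score of 1.17, a probe singled out after the values were seen.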

Other observations

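In this part, the tests of predicted targets between mimics and the values without miR-585-5p replicate 3 were chosen after the results were seen. HAECs with the miR-103a-2-5p mimic had lower mRNA of genes of cell division than HAECs with the scrambled control, with log2 fold changes of -3.41 for TOP2A, -3.32 for UBE2C (-1.77 with the mean of its probes), -3.31 for ASPM, -3.18 for CDC20 and -3.17 for HMMR. Of 25 genes of DNA replication 24 were lower (24 adjusted over the list alone), among them TYMS, which makes thymidylate, at -2.75, with a median of -1.54 (adjusted p = 0.0558 with an estimated correlation). The largest rises were those of TAGLN, the chemokines CCL5 (3.02), CXCL11 (2.90) and CXCL10 (2.73), and CEMIP2 (2.31). Of 31 interferon genes, 8 were higher and 23 did not pass the test, with the same counts adjusted over the list alone and a median of 0.96 (adjusted p = 3.54e-07 from camera, adjusted p = 0.452 with an estimated correlation), and without miR-585-5p replicate 3, 29 were higher. Of 13 genes of cholesterol synthesis and uptake, 7 were higher and 6 did not pass (7 higher adjusted over the list alone), with HMGCS1 at 1.57, IDI1 at 0.91 and LSS at 0.72 (0.36 with the mean of its probes) and a median of 0.46 (adjusted p = 1.03e-04 from camera, adjusted p = 0.0558 with an estimated correlation). Of 16 genes of matrix and the TGF-β response, 10 were higher and 2 were lower, also adjusted over the list alone, with a median of 0.45 (adjusted p = 0.00109, adjusted p = 0.0558 with an estimated correlation) that was 0.25 with quantile normalization or neqc and 0.71 with normexp. COL4A1, a collagen of the basement membrane, had a log2 fold change of 1.69 and TGFBI one of 0.81 (1.41 with neqc), while POSTN (-2.19) and LOX (-1.75) were lower, LOX named after its value was seen. Of 3 measured smooth muscle markers, TAGLN was higher and 2 did not pass (TAGLN and ACTA2, at 0.28, adjusted over the list alone), with an adjusted p = 0.00906 from camera and an adjusted p = 0.0925 with an estimated correlation.

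HAECs with the miR-585-5p mimic had lower mRNA of UBE2C (-2.85, or -1.53 with the mean of its probes), TOP2A (-2.84), CDK1 (-2.83), ASPM (-2.82) and OIP5 (-2.77). Of 25 genes of DNA replication 21 were lower and 4 did not pass the test (21 lower adjusted over the list alone), with a median of -1.35 (adjusted p = 0.124 with an estimated correlation, or 0.0289 without replicate 3). Of 14 genes of the p53 response, 12 were higher and 2 did not pass (13 higher adjusted over the list alone). CDKN1A, the p21 inhibitor of the cell cycle, had a log2 fold change of 1.91, GDF15 one of 1.82, TP53I3 one of 1.66 (0.93 with the mean of its probes) and TP53INP1 one of 1.65. The adjusted p of this list was 6.43e-12 from camera and 0.00703 with an estimated correlation. Besides CYFIP2, the largest rises were those of CYTL1 (2.43), DPYSL4 (2.23), FRMD6 (2.12) and the receptor KIT (2.10, adjusted p = 0.0532 with the methods' t-test). Of 23 genes of endothelial identity, 10 were higher, among them CDH5 at 1.12, and 2 were lower, MMRN1 at -1.18 and FLI1 at -0.65, also adjusted over the list alone (median 0.24, adjusted p = 0.0423 from camera, adjusted p = 0.220 with an estimated correlation), FLI1 being named after its value was seen. The median of this list was 0.08 with quantile normalization or neqc and 0.37 with normexp, and its call ended without miR-585-5p replicate 3 (median 0.21, adjusted p = 0.0728). Of 3 measured smooth muscle markers, ACTA2 (1.82) and TAGLN (0.64) were higher, also adjusted over the list alone, and 1 did not pass, with a median of 0.64 (adjusted p = 0.0206 from camera, adjusted p = 0.124 with an estimated correlation).

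Under miR-1253, 2 of 14 p53 genes were higher and 12 did not pass the test (1 higher adjusted over the list alone), with a median of 0.04 (adjusted p = 0.563) that was 0.17 without miR-1253 replicate 1 and -0.019 without miR-1253 replicate 2. GDF15 had a log2 fold change of 1.45, and BAX one of 0.43, a call that ended without scrambled control replicate 1, 2 or 3 (adjusted p = 0.116, 0.113 and 0.0946), without miR-1253 replicate 2 (log2 fold change 0.29, adjusted p = 0.288), with normexp (0.0717), with no filter on dim probes (0.0656) and with the mean of its probes (0.0557). Of 13 genes of cholesterol synthesis and uptake, SC5D (0.77) and STARD4 (0.47, or 0.97 with neqc and 0.91 with normexp) were higher and 11 did not pass, also adjusted over the list alone, with a median of 0.03 (adjusted p = 0.595) that was -0.079 without miR-1253 replicate 1. Of 8 reference genes, SDHA was higher (0.50), PPIA was lower (-0.40, or -0.87 with neqc and -0.94 with normexp) and 6 did not pass, also adjusted over the list alone, with a median of 0.00 that turned sign under other scalings and ranged from -0.14 to 0.25 without single arrays (adjusted p = 0.986). The call of SDHA ended without miR-1253 replicate 2 (adjusted p = 0.0730), and that of PPIA without scrambled control replicate 3 (0.0730) and without miR-1253 replicate 1 or 2 (0.105 and 0.0688). Of the markers of other cell types, 3 of smooth muscle were measured and ACTA2 was higher (1.07), while TAGLN (-0.47, adjusted p = 0.0501, with a range over the alternatives from 0.0107 with quantile normalization to 0.315 without miR-1253 replicate 2, where it was -0.29) was lower when adjusted over the list alone. Of 4 leukocyte markers, CD68, which endothelial cells also express, was higher (1.21, or 0.75 with the mean of its probes, also adjusted over the list alone), a call that ended without scrambled control replicate 1 or 3 (adjusted p = 0.0524 and 0.0534) and without miR-1253 replicate 1 or 2 (0.0885 and 0.0778). Of 3 fibroblast and 2 epithelial markers, all 3 and 2 did not pass the test, and KRT19 (-0.34, or -0.52 with normexp, adjusted p = 0.0519) was lower adjusted over the list alone. Camera gave adjusted p-values of 0.528 for smooth muscle, 0.528 for leukocytes, 0.986 for fibroblasts and 0.279 for epithelium, and fry gave 0.00810, 0.0340, 0.796 and 0.0148.

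A hypothesis is that predicted targets fell under miR-1253 because of this mimic rather than of transfection with any mimic. Against the scrambled control the 117 targets had a median of -0.05 under miR-1253 (34 lower and 14 higher) and of -0.13 under miR-103a-2-5p (36 and 15). Under miR-585-5p their median was -0.006 (25 lower and 20 higher). Among all genes tested 2666 were lower and 1310 higher under miR-103a-2-5p, against 1949 and 1884 with quantile normalization. The counts of the 117 targets under that mimic may thus depend on the scaling. Under miR-1253 against miR-103a-2-5p, 22 of them were lower and 22 higher with a median of 0.03, and against miR-585-5p 28 were lower and 18 higher with a median of -0.07 (camera p = 0.0493 and 0.0105, and p = 0.241 and 0.140 with an estimated correlation). Of the 200 targets 36 were lower and 27 higher than under miR-103a-2-5p, with a median of -0.04, and 49 and 23 than under miR-585-5p, with a median of -0.08 (camera p = 0.00190 and 2.73e-04, and p = 0.114 and 0.0721 with an estimated correlation). Camera sets a list against all other genes, more of which were higher than lower under miR-1253 than under either mimic, so neither list decides it. Of the 163 measured predicted targets 160 were found on the paper's hypertension list, and 52 of these were lower under miR-1253 (32.5%) against 81 of 641 other members (12.6%), while 17 and 119 were higher (camera p = 6.24e-05, and p = 0.0431 with an estimated correlation). Under miR-103a-2-5p 49 of the 160 (30.6%) and 161 of the 641 (25.1%) were lower, and under miR-585-5p 39 (24.4%) and 130 (20.3%), where limma's camera gave 0.255 and 0.650.

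Between mimics, 2487 genes were higher and 1050 lower under miR-1253 than under miR-103a-2-5p (70.3% higher, against 55.8% with quantile normalization and 55.3% with neqc), and 2517 were higher and 1412 lower than under miR-585-5p (64.1% higher, against 53.3% and 52.9%).

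The mimics were compared with the same 3 control arrays, so their changes share chance values. Across genes, which are not independent replicates, the log2 fold changes of miR-1253 and miR-103a-2-5p had r = 0.494 against 0.449 for simulated unchanged groups, and a covariance of 0.0803 against 0.00708 simulated, a difference of 0.0732. For miR-1253 and miR-585-5p r was 0.330 against 0.444, and the covariance 0.0503 against 0.00700, a difference of 0.0433. For miR-103a-2-5p and miR-585-5p r was 0.506 against 0.496, and the covariance 0.0918 against 0.00700, a difference of 0.0849. Independent chance values of the shared controls add the same covariance with or without effects, so these differences estimate what the changes share beyond them. A state of all 3 control arrays would be part of this and cannot be told apart from effects common to the mimics. Of the genes called, 493 were higher and 914 lower under both miR-1253 and miR-103a-2-5p (158 and 316 for independent lists), 369 and 761 under both miR-1253 and miR-585-5p (169 and 276), and 535 and 1368 under both miR-103a-2-5p and miR-585-5p (148 and 498). The controls are too few to split with at least 2 arrays on each side, while in 100 simulations of unchanged groups the mean number of genes called higher in both or lower in both was at most 0.01. That leaves open how far the shared controls add to these counts among genes that changed. The covariances and overlaps were computed with the Z-score scaling alone. There 2666 genes were lower and 1310 higher under miR-103a-2-5p, and 2324 and 1406 under miR-585-5p. With quantile normalization these were 1949 and 1884, and 1809 and 1881. How far the covariances and the counts lower in both depend on the scaling was not tested.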
